# Circ_0000235 targets MCT4 to promote glycolysis and progression of bladder cancer by sponging miR-330-5p

**DOI:** 10.1038/s41420-023-01582-z

**Published:** 2023-08-02

**Authors:** Jianye Zhong, Abai Xu, Peng Xu, Minhong Su, Peng Wang, Zhe Liu, Boping Li, Chunxiao Liu, Ning Jiang

**Keywords:** Bladder cancer, Mechanisms of disease

## Abstract

Warburg effect plays a crucial role in bladder cancer (Bca) development. However, the mechanism by which glycolysis is involved in Bca remains poorly understood. CircRNAs commonly play a regulatory role in tumor progression. Our study discovered and identified a novel circRNA, *hsa_circ_0000235* (circ235), and investigated its role in the glycolytic process, which further results in the progression of Bca. We applied qRT-PCR to assess its clinicopathological relevance and evaluated its proliferation, migration, and glycolytic capacity. We investigated its mechanism using RNA immunoprecipitation, dual-luciferase reporters, and fluorescence in situ hybridization. The findings demonstrated that circ235 was dramatically increased in Bca tissues and was related to a worse prognosis. In vitro studies revealed that circ235 accelerated the rate of extracellular acidification and promoted glucose uptake and lactate manufacture in Bca cells. Additionally, it strengthened the proliferative and migratory capacities. Experiments on animals revealed that downregulating circ235 dramatically reduced carcinogenesis and tumor growth. Circ235 activates monocarboxylate transporter 4 (*MCT4*) by sponging *miR-330-5p*, which promotes glycolysis and tumor growth. In conclusion, these findings suggest that circ235 may be a viable molecular marker and therapeutic target for Bca.

## Introduction

Bladder cancer (Bca) is prevalent urothelial malignancy and ranks seventh among the most commonly diagnosed cancer in men globally [1]. About 524,000 Bca cases were diagnosed and 229,000 Bca-related deaths were recorded in 2019 [2]. The majority of Bca patients suffer from non-muscle invasive bladder cancer (NMIBC), while the remainder suffer from muscle invasive bladder cancer (MIBC) or metastatic Bca [3, 4]. Cisplatin-based combination therapy has been the primary treatment option for MIBC and metastatic Bca for approximately 20 years. However, its therapeutic effectiveness is limited [5]. In recent years, immunological agents targeting programmed cell death 1 (*PD-1*) and programmed cell death ligand 1 (*PD-L1*) pathways have emerged, providing a new therapeutic option [6]. However, the response rate for *PD-1*/*PD-L1* agents in Bca patients is approximately 20%, consequently, immunotherapy does not significantly advance the efficacy of Bca treatment compared to classical Bacillus Calmette-Guérin (BCG) therapy [7, 8], and may be partly due to an immunosuppressive tumor microenvironment caused by exacerbated glycolytic metabolism [9].

According to Otto Warburg, cancer cells reprogram their glucose metabolism to generate large quantities of lactate, even under aerobic conditions [10], to support growth, proliferation, and long-term survival [11]. This phenomenon was later known as the Warburg effect. Extracellular acidity increases the capacity of cancer cells for invasion and migration; thus, boosting the metastatic cascade. Moreover, lactate serves as a fuel for cancer cells, induces immunosuppression, and causes treatment refractoriness by activating hypoxia-inducible factor (*HIF1*) and the vascular endothelial growth factor (*VEGF*) signaling pathway [12, 13]. *HIF1* is a crucial mediator of chronic glucose uptake in Bca, as well as in other malignancies [14], and upregulation has been linked to cisplatin resistance and Bca aggressiveness [15].

Numerous members of the Solute Carrier (*SLC*) family, which includes at least 362 transporters, mutated and overexpressed in many diseases and cancers [16]. Monocarboxylate transporters (*MCT*s) encoded by *SLC16A* link the bidirectional movement of lactate, pyruvate, and other monocarboxylates penetrating plasmalemma [17]. Both the *MCT1* and *MCT4* isoforms, which are encoded by the *SLC16* gene, have attracted considerable attention by researchers. *MCT1* has a modest affinity for substrates and is created for both cellular uptake and efflux [18]. Low-affinity transporter *MCT4* selectively exports lactate and is mainly observed in regions with high glycolytic activity levels [18]. Because of their dual functions in lactate outflow and pH modulation, both proteins are essential for the glycolytic character in malignancies and have been linked to tumor aggressiveness and poor prognosis [19, 20]. Following *MCT4* knockdown in UC13, UC16, and T24 cells, lactate accumulation and cell growth were reduced, while reactive oxygen species (ROS) synthesis and apoptosis were promoted, and a decrease in tumor burden was observed in UC16 cell xenografts in mice [21]. Although evidence suggests that *MCT4* is implicated in the Warburg effect in Bca, the mechanisms through which it is regulated remain poorly understood.

Circular RNA (circRNA) is a category of non-coding RNA that is mainly generated through pre-mRNA back-splicing by combining a downstream 5' and an upstream 3' splice site [22]. As a result, the RNA molecule has a circular shape and a 30–50 phosphodiester binding at the area of the back-splicing junction [22]. CircRNAs have higher stability than linear RNA molecules because of their resistance to ribonuclease (RNase) breakdown [23–25]. CircRNAs are mainly located in the cell plasma, frequently contribute to indirectly controlling expression by sponging microRNAs (miRNAs) and reducing miRNA-mediated repression of downstream target genes [26–28]. Upon interactions with RNA-binding proteins (RBPs), circRNAs modulate a series of biological reactions by serving as protein scaffolds, miRNA sponges, and protein recruiters [29, 30]. Internal ribosome entry sites (IRES) are detected in some circRNAs and can induce cap-independent translation [31, 32]. In addition, researchers have demonstrated that circRNAs may also control glycolysis in cancer cells by modulating glucose metabolism and thus contributing to the development of malignant tumors [33–35]. Following *HIF1-α*-mediated activation of exosomal circPDK1, it activates the bromodomain PHD finger transcription factor (*BPTF*)/ cellular-myc (*c-myc*) axis by sponge adsorption of *miR-628-3p*. CircPDK1 also serves as a skeleton to strengthen the contact of ubiquitin-conjugating enzyme E2O (*UBE2O*) with bridging integrator 1 (*BIN1*), causing *UBE2O*-mediated degradation of *BIN1* and accelerating the advancement of pancreatic cancer [34]. By associating with *miR-338-3p*, circular methionine adenosyl transferase 2B (circMAT2B) regulates the expression of pyruvate kinase M2 (*PKM2*) to alter glycolysis and accelerates hepatocellular carcinoma progression [35]. However, whether circRNAs can affect tumor advancement by modulating glucose metabolism in Bca remains unclear.

Our previous study indicated that circular elongator acetyltransferase complex subunit 3 (circELP3) was elevated in hypoxic Bca, played a role in drug resistance and Bca development, as well as in the adaptive response to hypoxia [36]. As the Warburg effect dominates in the tumor microenvironment, in this study, we focus our attention on circRNA molecules that can regulate glycolysis and malignant progression of Bca, investigate their specific biological roles, and determine their potential as molecular markers and therapeutic targets for Bca.

## Results

### Validation of circ235 and its expression in Bca tissues and cell lines

To identify and study the role of circRNA in the glycolysis of Bca, we previously found that circELP3, which is elevated in a hypoxic environment, could regulate chemotherapy resistance in Bca cells and promote tumor progression [36]. While hypoxia can induce glycolysis, our further exploration and understanding of the bladder cancer microenvironment prompted us to pay more attention to aerobic glycolysis and its relationship with circular RNAs. As such, we have identified a novel and previously uncharacterized circRNA, *hsa_circ_0000235* (circ235). Circ235 was formed by reverse splicing four exons (exon 4 to 7) of the *CCNY* gene on chromosome 10. The whole length of circ235 was 315 nucleotides and Sanger sequencing was utilized to verify the junction site’s sequence (Fig. 1D). To prove its circular specificity, we used forward and reverse primers to amplify the genomic DNA (gDNA) and complementary DNA (cDNA) of the Bca cell line T24, and then performed agarose gel electrophoresis. We found that the reverse primer for circ235 could amplify bands with cDNA, but not gDNA, as a template (Fig. 1E). To clarify the expression of circ235 in Bca, we applied qRT-PCR to inspect expression in 51 cases of paired cancer and para-cancerous tissues in the Zhujiang Hospital (Guangzhou, China) and discovered that circ235 expression was considerably greater in malignant tissues compared to para-cancerous tissues. (*p* = 0.0001; Fig. 1A). Additionally, we detected the mRNA level of circ235 in the cancer tissues of 73 patients with Bca in our hospital and found that the higher circ235 expression was correlated with poorer patient prognosis (Fig. 1B). The patients’ clinical features are presented in Table 1. Next, we determined circ235 expression in the Bca cell lines and discovered that the abundance in T24 and UMUC3 was significantly higher than in the normal bladder epithelial cell line, SV-HUC-1. However, circ235 expression was only slightly elevated in the EJ cell line and was not considered statistically significant (Fig. 1C). As a result, T24 and UMUC3 cell lines were chosen for further investigations. To assess RNA stability in Bca cells, transcription inhibitor actinomycin D was used to treat Bca cells. In contrast to its linear host gene *CCNY*, which exhibited a progressive decline in mRNA expression over time, circ235 did not exhibit any apparent time-dependent decline in expression (Fig. 1F, G). Furthermore, we digested the Bca cell lines T24 and UMUC3 using RNase R. According to our findings, circ235 was partially digested; however, its stability remained much higher than that of *CCNY* mRNA (Fig. 1H, I). To understand the cellular localization of circ235, we performed nuclear plasma separation experiments in T24 and UMUC3 cells and noticed that circ235 was synthesized in both the cytoplasm and nucleus, with a greater level of expression observed in the cytoplasm (Fig. 1J, K). RNA FISH detections were also conducted on both Bca cell lines which further confirmed this phenomenon (Fig. 1L).

**Fig. 1:**
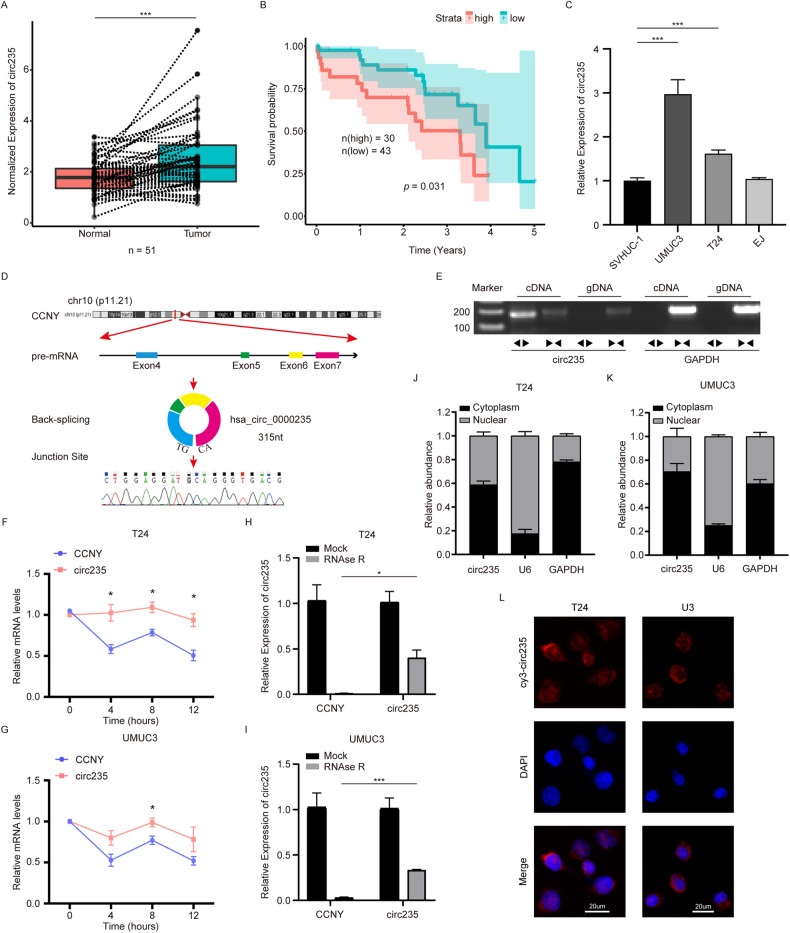
Validation and expression of circ235 in Bca tissues and cells. **A** Circ235 expression was observed to be considerably greater in Bca tissues than in adjacent normal tissues. (*n* = 51). **B** Correlation between circ235 levels (n_high_ = 30, n_low_ = 43) and overall survival rate for Bca patients. **C** Circ235 was highly expressed in multiple Bca cell lines in comparison to the control urinary epithelium SV-HUC-1 cell line. **D** A schematic diagram was constructed to illustrate the generation of circ235, which was derived from *CCNY* pre-mRNA through exon 7 ~ exon 4 back splicing (*hsa_circ_0000235*, 315nt), and the splice junction site was verified using Sanger sequencing. **E** RT-PCR and agarose gel electrophoresis were carried out in T24 cells to validate the existence of circ235. The control was *GAPDH*. **F**, **G** The relative abundance of circ235 and *CCNY* was analyzed using qRT-PCR in Bca cells exposed to actinomycin D at the specified time point. **H**, **I** The relative mRNA expression of circ235 and *CCNY* was analyzed using RT-qPCR following treatment with RNase R in Bca cells. **J**, **K** The relative abundance of circ235 in Bca cells’ cytoplasm and nucleus was determined by qRT-PCR, *U6* serving as a control for the nucleus, while *GAPDH* serving as a control for the cytoplasm. **L** Circ235 was predominantly sited Bca cells’ cytoplasm based on RNA FISH. Scale bar = 20 μm. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

**Table 1:** The expression of circ235 and cancer features in Bca patients.

	No. of patients	circ235 expression		*p value*
		Low	High	
All patients	92	46	46	
Age (years)				0.2943
<65	41	23	18	
≥65	51	23	28	
Gender				0.3984
Male	86	44	42	
Female	6	2	4	
Tumor size				<0.0001
<2 cm	61	40	21	
≥2 cm	31	6	25	
Grade				0.1792
Low	17	11	6	
High	75	35	40	
Stage				0.2970
0–1	47	26	21	
2–4	45	20	25	
T Infiltrate (T)				0.4038
Ta–T1	48	26	22	
T2–T4	44	20	24	
Lymphatic metastasis (N)				0.9999
Yes	8	4	4	
No	84	42	42	
Distant metastasis (M)				0.3147
Yes	1	0	1	
No	91	46	45	

Chi-square test.

### Knockdown of circ235 inhibits the proliferation, migration, and glycolytic abilities of Bca cells

To ascertain circ235’s impact on Bca cells’ in vitro ability, we established knockdown and overexpression systems in T24 and UMUC3 cells. Using small interfering RNAs (siRNAs) of two different sequences targeting the circ235 looping site, we found that si-circ235-1 had a higher knockdown efficiency in both cell lines (*p* = 0.0008; Fig. 2A, B); hence, this was defined as si-circ235 and used in all follow-up experiments. To facilitate subsequent rescue experiments, we used the plenti-ciR-copGFP-T2A-puro vector for lentiviral packaging to achieve overexpression of circ235 in Bca cell lines, and successfully established a stable overexpression system (Fig. 2A, B). First, we investigated the impact of circ235 on Bca cells’ proliferation and migration. The CCK-8 assay demonstrated that the proliferation rate of the si-circ235 group was considerably inferior to that of control group over time in both Bca cell lines (Fig. 2C, D). Additionally, the outcome of assay indicated that the clone formation ability was inferior to that of control group after knocking down circ235 (Fig. 2E, F). The wound closure experiment revealed that the ability of the circ235 knockdown group to heal scratches was impaired in both Bca cell lines (Fig. 2G, H). Analogous outcomes were observed in the transwell assay, where Bca cells were less able to migrate after circ235 expression was downregulated (Fig. 2I, J). To detect changes in metabolic capacity associated with hypoxia, such as glycolytic capacity, we tested glucose consumption and lactate production capacity in Bca cells and found that both were substantially decreased, compared to the control group (Fig. 2K, L). Furthermore, we performed a Seahorse assay to detect dynamic metabolic changes in T24 cells. After knocking down circ235, the extracellular acidification capacity was considerably reduced, which indicated impaired glycolytic capability (Fig. 2M).

**Fig. 2:**
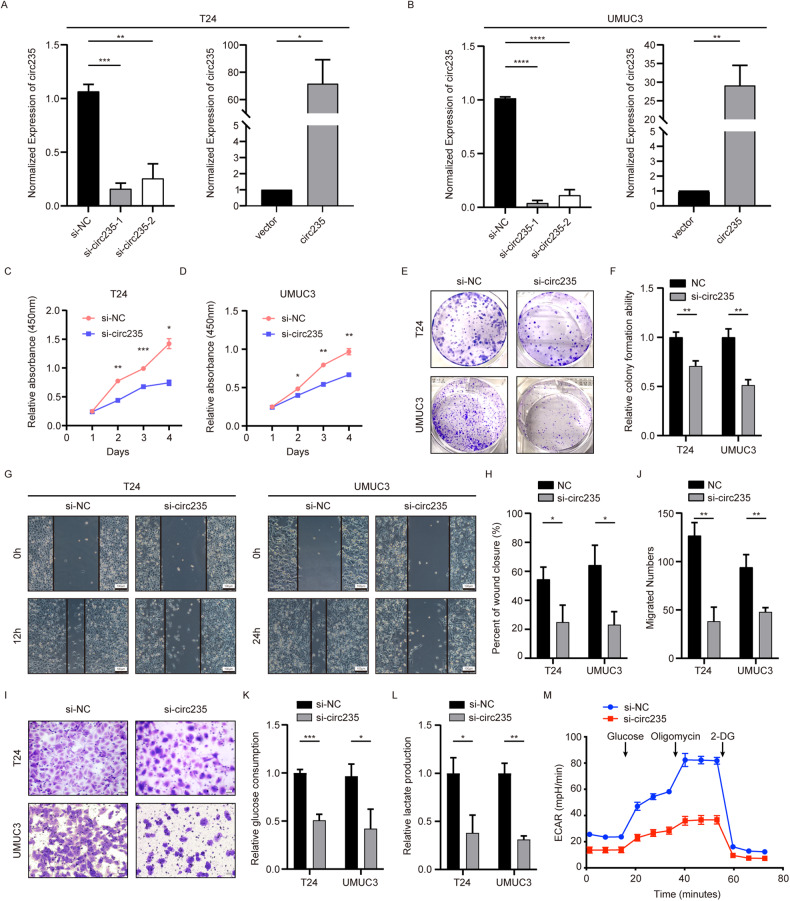
Circ235 promotes Bca cell migration, proliferation, and aerobic glycolysis. **A, B** T24 and UMUC3 cells underwent transfection with siRNAs targeting circ235 or were infected with circ235-overexpressing plasmids using lentiviral tools, and circ235’s relative expression was quantified using qRT-PCR and normalized using *β-actin*. **C**, **D** The significant reduction in Bca cells’ proliferative capacity was observed following knockdown of circ235. **E** Representative images of Bca cells underwent transfection with si-circ235 in the colony formation assay. **F** Statistical diagrams of Bca cells’ clonogenic abilities with circ235 knockdown. **G** Representative images of Bca cells underwent transfection with si-circ235 in the wound-healing assay. **H** Statistical diagrams of Bca cells’ migration abilities with circ235 knockdown in a wound-healing assay. **I** Representative images of Bca cells underwent transfection with si-circ235 in the transwell assay. **J** Statistical diagrams of T24 and UMUC3 cells’ migration abilities with circ235 knockdown in the transwell assay. **K** The relative glucose consumption of Bca cells with circ235 knockdown using the glucose assay kit. **L** The relative lactate production in Bca cells with circ235 knockdown using the lactate assay kit. **M** The extracellular acidification rate (ECAR) was quantitated using the Seahorse XFe96 Extracellular Flux Analyzer. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Suppression of circ235 inhibits tumor growth in vivo

To determine whether circ235 accelerates tumor growth in vivo similar to our in vitro experiments, a tumorigenicity assay was performed using BALB/c nude mice hypodermically injected with infected T24 cells with sh-NC or sh-circ235 lentiviruses. After harvesting the subcutaneous tumors from mice on day 27 post-injection, we discovered that comparing to sh-NC group, the tumor weights and volumes in the circ235 knock-down group were much reduced (Fig. 3A, C). The sh-circ235 group also showed visibly slower tumor growth than sh-NC group did (Fig. 3B). The tumors were also imaged in vivo prior to harvesting, where it was revealed that comparing to sh-NC group, the tumor luminescence area and intensity in the sh-circ235 group were obviously greater (Fig. 3D, E).

**Fig. 3:**
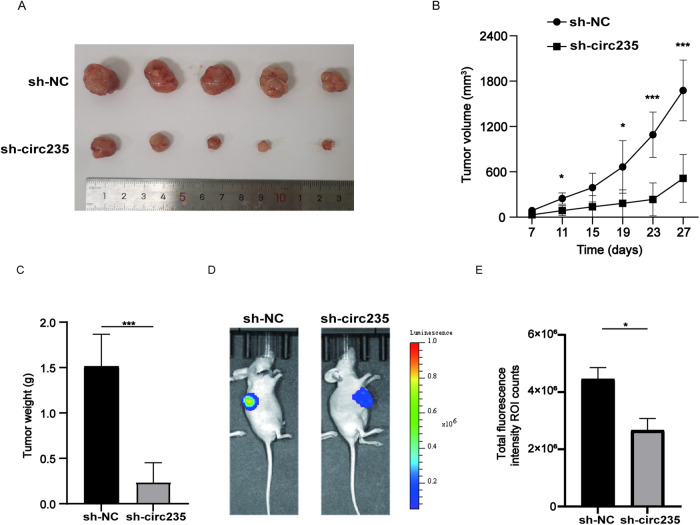
Circ235 promotes tumorigenesis in vivo. **A** 1 × 10^7^ T24 cells were injected hypodermically into mice, and typical photographs of tumors were obtained after 27 days. **B** Tumor volumes were recorded every 4 days from 7 days post-injection. **C** Tumor weights of mice in each group were recorded after dissection (*n* = 5 per group). **D**, **E** The progression of the subcutaneous tumor was tracked by an IVIS, and typical photographs of subcutaneous tumors were obtained. Total fluorescence intensity region of interest (ROI) counts was proceeded to detect the cellular activity of subcutaneous tumors (*n* = 3 per group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Circ235 serves as a sponge for miR-330-5p in Bca cells

Next, we explored the mechanism by which circRNAs function in Bca. CircRNAs that are predominantly expressed in the cytoplasm often exert their functions through competing endogenous RNAs (ceRNAs). Thus, we used RIP in the T24 cell line and found that intracellular RNA was pulled down by argonaute RISC catalytic component 2 (*AGO2*) protein or control immunoglobulin G (IgG). Using qRT-PCR, we observed that the *AGO2* protein group pulled down considerably more circ235 than the IgG control group (Fig. 4A), which suggested that circ235 may act through the functional adsorption of miRNAs. Thus, we employed the bioinformatics tool, Circinteractome, to predict potential microRNAs that could interact with *hsa_circ_0000235*. A total of 10 microRNA candidates were identified, including *hsa-miR-183*, *hsa-miR-326*, *hsa-miR-330-5p*, *hsa-miR335*, *hsa-miR-502-5p*, *hsa-miR-568*, *hsa-miR-583*, *hsa-miR-659* (refer to Supplementary Table S5). Filtering the candidates based on prediction scores, we retained those with scores of 90 or above, resulting in eight microRNAs showing higher binding potential. To ensure relevance to our study, we conducted an extensive literature review in the field of tumor research. Among the reviewed microRNAs, five (*miR-326*, *miR-330-5p*, *miR-335*, *miR-502-5p*, and *miR-873*) demonstrated consistency with our study. These five microRNAs were selected for further investigation in our study (Fig. 4B). Subsequently we constructed mimics of the five miRNAs mentioned above and *miR-330-5p* inhibitor, and have validated their efficiency by qRT-PCR (Fig. S1A). Obviously, the efficiency of the aforementioned mimics and *miR-330-5p* inhibitor are satisfactory; hence, they were used in follow-up experiments. We then performed the dual-luciferase reporter gene assay to examine the potential for circ235 to interact with these miRNAs, by embedding the circRNA sequence into a psiCHECK-2 dual luciferase plasmid vector. We found that the transfection of *miR-330-5p* mimics significantly decreased the luminescence intensity of this luciferase in 293T cells (*p* = 0.0035) (Fig. 4C), while *miR-326*, *miR-330-5p*, and *miR-502-5p* all significantly diminished the luminescence intensity in the Bca T24 cell line (*p* = 0.0158; Fig. 4D). Moreover, we carried out functional experimental screening on each of these predicted miRNAs to better select target miRNAs. As demonstrated in the transwell assay, all five miRNAs demonstrated significant reductions in migration ability compared to the control mimics, with *miR-330-5p* being the most pronounced (Fig. 4E, F). Several investigations have shown that *miR-330-5p* regularly has carcinoma suppressive role in Bca [37–39]. Thus, we selected *miR-330-5p* for all subsequent experiments. Using FISH in T24 cells, we found that Cy3-labeled circ235 and Cy5-labeled *miR-330-5p* were co-localized in Bca cells’ cytoplasm (Fig. 4G). To detect intracellular interactions, we designed and synthesized biotin-labeled probes targeting wild-type and mutant sequences of *miR-330-5p* to capture RNA from the Bca cell line. We found that the mutated *miR-330-5p* probe pulled less circ235 compared to the wild-type *miR-330-5p* probe, while the *β-actin* levels were comparable between the two groups (Fig. 4H, I). To explore the sites of *miR-330-5p* binding to circ235, we used bioinformatics tools to predict the possible binding sites and constructed psiCHECK-2 circ235 mutants (Fig. 4J). After transfecting negative controls (NC) and *miR-330-5p* mimics, dual luciferase reporter gene assays were executed. We observed that transfection of *miR-330-5p* in the wild-type vector significantly reduced the intensity of luciferase luminescence. However, *miR-330-5p* transfection in the vector with the mutated circ235 binding site had no significant impact on luciferase luminescence. Moreover, a significantly higher rate of luminescence intensity inhibition was observed in the wild-type group than in the mutant group (Fig. 4K). To clarify whether the possible binding of *miR-330-5p* to circ235 had any impact on the function of circ235, we performed functional rescue experiments. Cell colony formation and transwell assays were also used for validation, whereby we verified that the stable knockout of circ235 significantly reduced the clonogenicity of the cells in T24 and UMUC3, but the addition of *miR-330* inhibitor could partly rescue the effect (Fig. 4L, N). An identical design was applied to the transwell migration experiments, with similar results observed in both Bca cell lines. The stable downregulation of circ235 expression significantly inhibited Bca migration ability, but this was restored when *miR-330* inhibitor was administered (Fig. 4M, O).

**Fig. 4:**
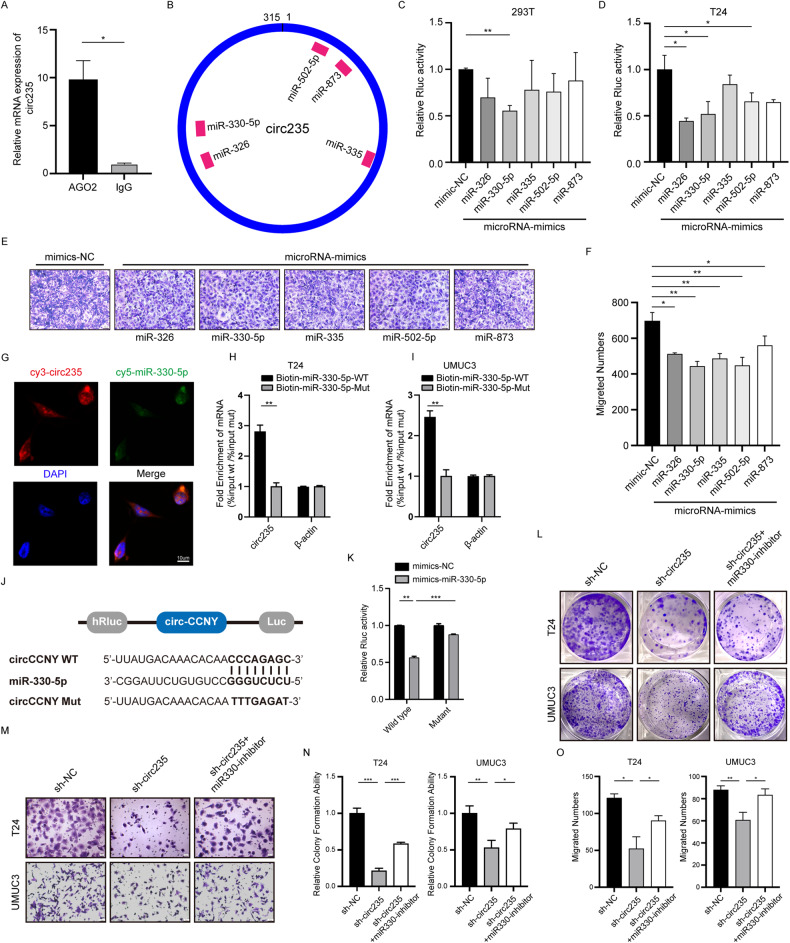
Circ235 functions as a sponge for miR-330-5p in Bca cells. **A** RIP was carried out to assess circ235 pulled down by anti-*AGO2* antibody or IgG in T24 cells. **B** Possible miRNAs binding to circ235 were predicted using CircInteractome, and top scores are listed in the diagram **C**, **D** The luciferase activity of 293T or T24 cells transfected with wild-type mimics, or controls, was investigated using a dual-luciferase reporter assay employing a psiCHECK-2 vector. The hRluc/fluc ratio was calculated to indicate luciferase activity. **E** Transfected T24 cells with the aforementioned mimics or controls were assessed for the capacity to migrate using a transwell assay. Scale bar = 25 μm. **F** Statistical diagram of the migratory capabilities of T24 cells that underwent transfection with the aforementioned mimics or controls in the transwell assay. **G** Circ235 and *miR-330-5p* were predominantly co-localized in Bca cells’ cytoplasm based on RNA FISH. Scale bar = 10 μm. **H**, **I** Biotin-labeled probes for wild-type or mutant *miR-330-5p* were applied to pull down RNA from Bca T24 or UMUC3 cell lines, and their relative input expression was detected by qRT-PCR with *β-actin* serving as the control. **J** The schematic illustrates the luciferase reporter vectors of circ-*CCNY* in both wild-type and mutant forms, revealing the presence of binding sites that are complementary to *miR-330-5p* within the circ-*CCNY* structure. **K** To determine the relative activity levels, luciferase activity intensity was measured in cells co-transfected with either *miR-330-5p* or NC mimics and the luciferase reporter vectors of circ235 wild or mutant type. Representative images (**L**) and statistical diagrams (**N**) of colony formation assays were implemented using three sets of T24 or UMUC3 cells (sh-NC, sh-circ235, and sh-circ235+*miR-330-5p* inhibitor). The addition of a *miR-330-5p* inhibitor partially rescued the proliferation of Bca cells infected with circ235-shRNA using lentiviral tools. Representative images (**M**) and statistical diagrams (**O**) of transwell tests were used to evaluate migratory capabilities of three sets of T24 and UMUC3 cells (sh-NC, sh-circ235, and sh-circ235+*miR-330-5p* inhibitor). The addition of a *miR-330-5p* inhibitor still partially rescued the migration of Bca cells infected with circ235-shRNA using lentiviral tools. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### MCT4 serves as a direct target of miR-330-5p

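The sequenced T24 cells, a human bladder cancer cell line, gave 6 libraries, 2 of cells transfected with the control siRNA (NC), 2 with si-circ235-1 and 2 with si-circ235-2. The libraries of both siRNAs together are called si-circ235 here, while the paper uses that name for si-circ235-1 in its follow-up experiments. RNA was enriched for polyadenylated transcripts with oligo dT beads and sequenced without strand information. A circular RNA has no poly(A) tail, and the deposited table lists genes and no back-splice junctions, so circ235 itself has no value here. The authors deposited whole-number counts of reads per gene, without normalization, for 58288 Ensembl gene identifiers. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here. Of the identifiers, 99.5% were found in GENCODE release 29 of GRCh38 after their version numbers were removed, and coordinates are given on that build. The NC libraries held 17152017 and 15855386 counts, the si-circ235-1 libraries 15588108 and 19912893, and the si-circ235-2 libraries 15373992 and 17562690. Replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 34.9 in NC, 27.1 in si-circ235-1 and 23.4 in si-circ235-2, and each library was counted as its own sample. The 14415 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test after TMM normalization. Genes with a Benjamini-Hochberg adjusted p under 0.05 are referred to as called. The si-circ235 libraries were compared with NC as 1 group, and each siRNA was compared with NC in a fit with 1 mean per condition. Counts without strand information cannot separate overlapping genes on opposite strands. On counts simulated for 14415 genes from these libraries, with 200 genes changed by 1 on the log2 scale, the comparison of si-circ235 with NC recovered 51.1% of them and that of si-circ235-1 with NC 32.9%. Both siRNAs were given the same effects there. The real siRNAs differed from each other at 5725 genes, so 51.1% is likely too high for the real comparison of si-circ235.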

To determine which downstream genes were regulated following circ235 binding to *miR-330-5p*, we performed high-throughput sequencing of the mRNA expression profile in T24 cells. 

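CCNY is the host gene of circ235, and its counts come from the linear mRNA, so they do not check the knockdown of the circle. CCNY (ENSG00000108100.17) lies on the plus strand of chromosome 10 of GRCh38 from 35247025 to 35572669. Its level, in CPM after TMM normalization, was 63.2 ± 2.75 (SD, n = 2) in NC, 72.7 ± 7.56 in si-circ235-1 and 59.7 ± 5.91 in si-circ235-2. The log2 fold change of CCNY against NC was 0.20 under si-circ235-1 (standard error 0.18, adjusted p = 0.533 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.08 under si-circ235-2 (standard error 0.18, adjusted p = 0.766 from edgeR). Under si-circ235-2 it became 0.17 without TMM factors and -0.59 (adjusted p = 0.0200 from edgeR) after a trend over transcript length and GC content was removed from each library, an alternative chosen after seeing the data. The exons of circ235 match exons 4 to 7 of the transcript CCNY-203, from 35516523 to 35530243. These measure 101, 36, 58 and 120 nucleotides, 315 in all. This transcript was chosen because its exons 4 to 7 add up to the length stated in the paper. At the back-splice junction the end of exon 7, AATGTGCCATCGTCACCCTG, meets the start of exon 4, CATCCTCCAGGACAAATAGC.

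Over all genes tested, the mean Euclidean distance between libraries in log2 CPM was 97.5 from NC to si-circ235 and 126 from si-circ235-1 to si-circ235-2, a ratio of 0.772. Average-linkage clustering placed the NC and si-circ235-1 libraries on 1 branch and the si-circ235-2 libraries on the other. With the 500 genes of lowest p in si-circ235 against NC, scaled per gene, NC was on 1 branch and all si-circ235 libraries on the other, an arrangement that choosing genes on the same comparison favors.

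With both siRNAs as 1 group, edgeR called 0 genes, while 1379 had an unadjusted p under 0.05 and DESeq2 called 87. The alternative that moved this count most was the mean of both siRNAs in the fit with 1 mean per condition, with 1407 genes, since its spread leaves out the difference between the siRNAs. With the siRNAs apart, 323 genes were higher and 524 lower under si-circ235-1, and 2270 were higher and 2260 lower under si-circ235-2. Without TMM factors the median log2 fold change of all genes was -0.11 for si-circ235-1 and 0.25 for si-circ235-2, and the splits became 179 higher with 529 lower and 3173 higher with 1294 lower. With the length and GC trend removed, 1082 genes were higher and 862 lower under si-circ235-1. Single libraries moved the 847 calls of si-circ235-1. The number was 0 without si-circ235-1 replicate 2 (2110 at an unadjusted p under 0.05 in edgeR, the only tool run with libraries left out), 423 without si-circ235-1 replicate 1, 74 without NC replicate 1, 134 without NC replicate 2, 1425 without si-circ235-2 replicate 1 and 1482 without si-circ235-2 replicate 2. For si-circ235-2, the 4530 calls became 769 without NC replicate 1.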

Two biological replicates were used to knock down siRNAs against two target sites of circ235 (Fig. 5A) and gene set enrichment analysis (GSEA) was then conducted. 

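Gene set enrichment was computed with fgsea on the edgeR log2 fold changes of si-circ235 against NC, with 10000 permutations of genes. The gene lists were written from general knowledge of each process before the data were examined, and they are not the hallmark sets, which were not used here. The p values of 6 lists were adjusted as 1 family. Of the 56 tested genes of the hypoxia list, 40 were higher and 16 lower under si-circ235, with a median log2 fold change of 0.21. The normalized enrichment score of this list was 1.43 (gene permutation p = 0.0485, adjusted p = 0.119). Fold changes from DESeq2 moved the hypoxia score most, to 0.87 (permutation adjusted p = 0.991), and ranking genes by signed -log10 p raised it to 1.64 (permutation adjusted p = 0.0293). The hypoxia list was also past the threshold under limma's camera with a preset correlation (adjusted p = 0.0437), but not with an estimated correlation (adjusted p = 0.468) or under limma's fry (adjusted p = 0.159). The glycolysis list held enzymes of glycolysis with glucose and lactate transporters. Of its 27 genes, 15 were higher and 12 lower, with a median of 0.09 and a score of 0.50 (permutation p = 0.993, adjusted p = 0.994). The glycolysis score was 0.99 under si-circ235-1 alone, and it changed sign under si-circ235-2 alone (-0.79) and with fold changes from DESeq2 (-0.55). The NF-kB list scored 1.45 over 31 genes (permutation p = 0.0594, adjusted p = 0.119), with 21 genes higher. Its score was 1.75 under si-circ235-1 alone (permutation adjusted p = 0.0375) and 0.91 under si-circ235-2 alone (permutation adjusted p = 0.876), with 17 genes higher and 14 lower in the latter. The mitotic spindle list scored 0.53 over 46 genes (permutation p = 0.994), with the opposite sign of its median of -0.05. Permuting genes treats them as independent, which they are not.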

Hypoxic and glycolytic hallmarks were among the top gene sets in the differential analysis, which caught our attention since circ235 originated from previous hypoxia studies (Fig. 5B). Thus, we focused on the changes in these genes. 

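In Fig. 5C the study measured 20 genes, among them TOMM40, PAK4, PRR11, SLC16A3 and CPNE1. In the sequenced libraries 19 of these 20 genes were lower in si-circ235 than in NC, with a median log2 fold change of -0.81, and PRR11 was higher. The number called was 0 in edgeR, where the lowest adjusted p was 0.467 and 8 genes had an unadjusted p under 0.05, and 2 in DESeq2, TOMM40 and RAPGEF3. Adjusted over the list alone, 3 were lower in edgeR, which is not independent evidence because the study chose the list on these libraries. The 3 became 0 without TMM factors and with either si-circ235-1 library left out. The number was 1 without si-circ235-2 replicate 2, 2 with the replicate number as a block, 7 without si-circ235-2 replicate 1, and 8 in DESeq2 and without the filter on low counts. With either NC library left out, which leaves NC with a single library, not all 3 were kept. With the siRNAs apart, 14 genes were called lower under si-circ235-1 (15 adjusted over the list alone, median -1.28) and 12 under si-circ235-2 (13 adjusted over the list alone, median -0.71). Ranked by p among all genes tested, the 20 genes had a median rank of 84 under si-circ235-1 and 3282 under si-circ235-2.

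The genes called lower under both siRNAs were CTDSP1, ENG, G6PC3, PAK4, RAPGEF3 and TOMM40. Of these 6, CTDSP1, ENG and PAK4 lost their si-circ235-2 calls without TMM factors (adjusted p = 0.112, 0.253 and 0.110 from edgeR). With the length and GC trend removed, an analysis chosen after seeing the data, the log2 fold change under si-circ235-2 was -0.16 for CTDSP1 (adjusted p = 0.395 from edgeR) and -0.08 for ENG (adjusted p = 0.686 from edgeR). In DESeq2, 7 genes were lower under both, with GRINA added. With the replicate number as a block, 8 were, with GRINA and SLC37A4 added. The number of genes lower under both was 0 without si-circ235-1 replicate 2, 1 without NC replicate 1, 3 without si-circ235-1 replicate 1 or si-circ235-2 replicate 2 and 4 without si-circ235-2 replicate 1. TOMM40 fell by 1.47 on the log2 scale under si-circ235-1 (standard error 0.21, adjusted p = 0.00776 from edgeR) and by 1.14 under si-circ235-2 (standard error 0.21, adjusted p = 0.00387 from edgeR). Without si-circ235-1 replicate 2 its log2 fold change under si-circ235-1 was -1.45, although its call was lost. CBLL1, HARS2, LITAF, NIBAN2, NOP2, PRR11, SF3B4 and SLC37A4 were called lower under si-circ235-1 but not si-circ235-2, and 6 genes, CPNE1, ENO1, GRINA, SLC16A3 and SNRPA among them, the other way round. With the replicate block 8 genes were lower under both siRNAs, GRINA and SLC37A4 among them. In DESeq2 7 were, GRINA among them, and with the trend removed 5, SLC37A4 among them. Without the filter on low counts GRINA took the place of ENG among the 6. The difference between the siRNAs was itself called for 15 of the 20 genes. PRR11 had 41.9 ± 9.05 CPM (SD, n = 2) in NC, 12.9 ± 0.0170 in si-circ235-1 and 105 ± 5.13 in si-circ235-2. Its log2 fold change was -1.70 under si-circ235-1 (standard error 0.21, adjusted p = 0.00593 from edgeR) and 1.32 under si-circ235-2 (standard error 0.20, adjusted p = 0.00242 from edgeR). Without si-circ235-1 replicate 2 the former stayed at -1.70, although its call was lost. Over these genes and the others named by the study, 33 calls were made against NC. Leaving out NC replicate 1 lost 19 of them, si-circ235-1 replicate 2 lost 18, si-circ235-2 replicate 2 lost 8, NC replicate 2 and si-circ235-1 replicate 1 lost 6 each, and si-circ235-2 replicate 1 lost 3.

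**Figure D1:**
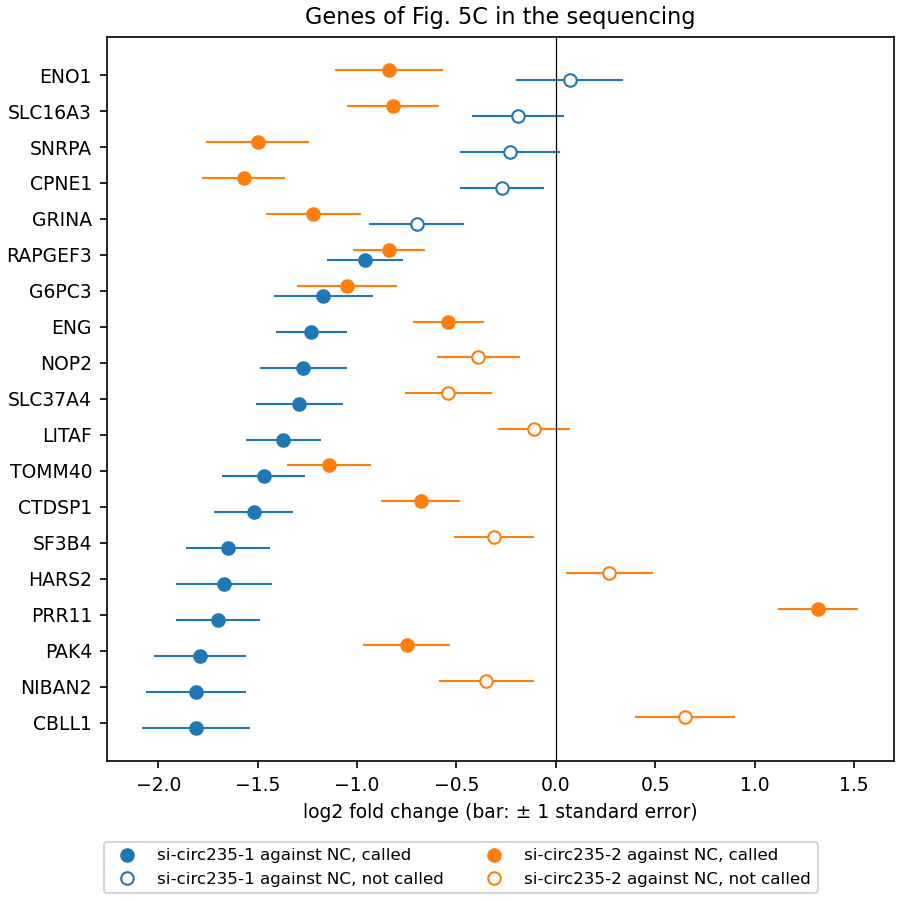
Log2 fold change against NC (x axis) of 19 of the 20 genes under si-circ235-1 (blue) and si-circ235-2 (orange), with bars of 1 standard error, filled where edgeR's adjusted p was under 0.05. PRR11 lies at -1.70 under si-circ235-1 and at 1.32 under si-circ235-2.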

We used qRT-PCR to validate the genes with the most significant changes in sequencing in Bca cells (Fig. 5C, D). Then, we selected the common genes that significantly decreased following circ235 interference for further bioinformatics analysis. 

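In the sequenced libraries, 92 genes were called lower under both siRNAs. If the calls of the siRNAs were independent, 82.2 genes would be. The comparisons share the NC libraries, so libraries in which the called effects of the siRNAs fell on unrelated genes of like expression were simulated 20 times against shared controls, an analysis chosen after seeing the data. These gave 54 to 90 genes lower under both, from fewer calls than observed (medians of 639 under si-circ235-1 and 3710 under si-circ235-2, against 847 and 4530). The ratio to the count expected from independent calls was 1.05 to 1.67 in the simulated libraries and 1.12 in the observed ones, but the latter was 0.685 without si-circ235-1 replicate 1, 0.785 without NC replicate 1, 3.76 without NC replicate 2 and 2.10 without the filter on low counts. The fold changes of the simulated libraries correlated at 0.172 across genes (median, range 0.162 to 0.205), against the observed 0.103. The observed correlation fell on both sides of that range, with 0.344 in DESeq2, 0.37 without the filter on low counts and 0.051 with the length and GC trend removed. With a library left out it was 0.006 (without si-circ235-1 replicate 1) to 0.437 (without NC replicate 2). The count of 92 became 0 without si-circ235-1 replicate 2, 1 without NC replicate 1 (1.27 expected), 29 without si-circ235-1 replicate 1 (42.4 expected), 50 without NC replicate 2 (13.3 expected) and 175 without si-circ235-2 replicate 1 (114 expected). DESeq2 gave 159 genes (131 expected).

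**Figure D2:**
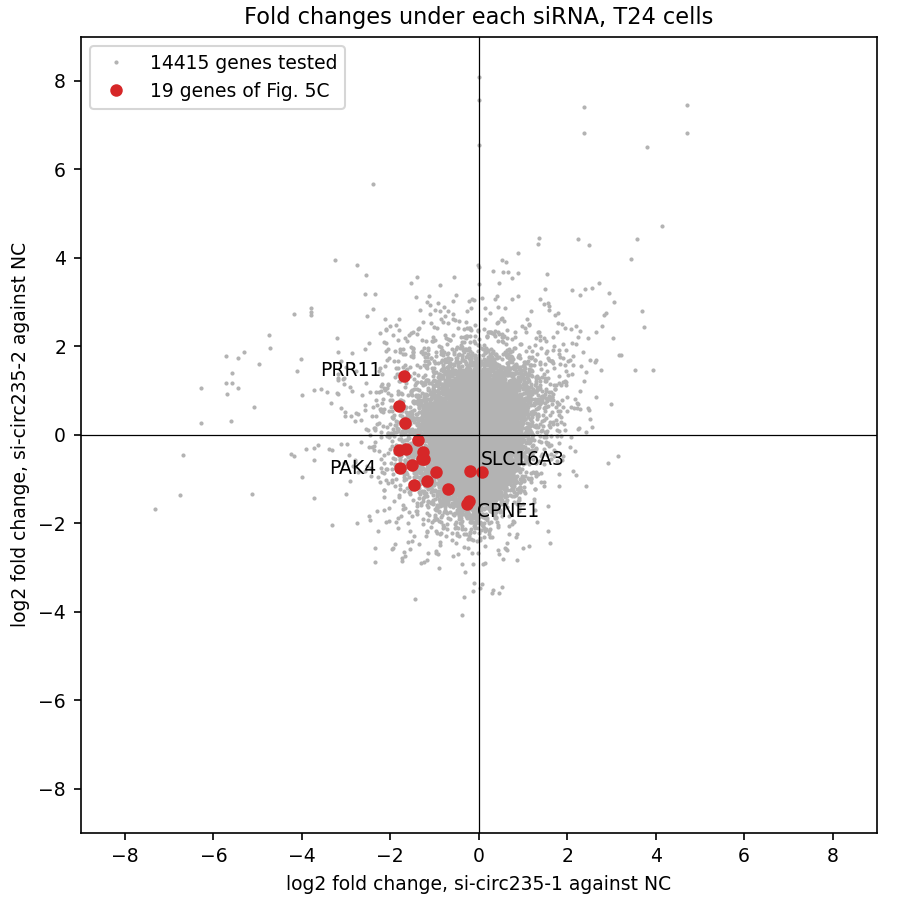
Log2 fold change against NC under si-circ235-1 (x axis) and si-circ235-2 (y axis), with 1 gray dot for each of the 14415 genes tested and 19 of the 20 genes of Fig. 5C in red. Genes are not independent replicates, and their correlation between the siRNAs was 0.103 (0.344 in DESeq2).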

The bioinformatics tools ENCORI and RNA22 were applied to forecast the target genes and binding sites of *miR-330-5p*. Among these, p21-activated kinase 4 (*PAK4*), *MCT4*, and copine 1 (*CPNE1*) were predicted to bind to *miR-330-5p* (Fig. 5E). 

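The sites drawn in Fig. 5E were found in GENCODE release 29 (GRCh38), each in the 3' UTR of its gene. The MCT4 site, GGGAACCGTGTCATTCCAGAGT, lies on chromosome 17 from 82239143 to 82239164 in SLC16A3-211, and matches nucleotides 2 to 7 of the miR-330-5p seed. The CPNE1 site, TCCTCAATCCTGTGTCCCAGAGG, lies on the minus strand of chromosome 20 from 35626195 to 35626217 in CPNE1-202, and matches nucleotides 2 to 8. The PAK4 site, GCCCGCCCACCCCTGCCTCGAGT, lies on chromosome 19 from 39179350 to 39179372 in PAK4-208. It holds no seed match, while the 3' UTR of 4237 nucleotides around it holds 4 matches to nucleotides 2 to 8.

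SLC16A3 (ENSG00000141526.16), which encodes MCT4, had 374 ± 88.2 CPM (SD, n = 2) in NC, 328 ± 67.2 in si-circ235-1 and 212 ± 24.4 in si-circ235-2. Under si-circ235-1 its log2 fold change was -0.19 (standard error 0.23, adjusted p = 0.656 from edgeR's quasi-likelihood test), a difference within the spread between replicates, and it became 0.07 without NC replicate 1, 0.01 without si-circ235-1 replicate 2 and 0.13 with the length and GC trend removed. Under si-circ235-2 it was -0.82 (standard error 0.23, adjusted p = 0.0216 from edgeR). That call was lost without TMM factors (adjusted p = 0.0571 from edgeR), without NC replicate 1 (-0.56, adjusted p = 0.192 from edgeR) and without si-circ235-2 replicate 2 (-0.71, adjusted p = 0.0980 from edgeR).

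PAK4 (ENSG00000130669.17) had 112 ± 7.73 CPM (SD, n = 2) in NC, 32.4 ± 8.88 in si-circ235-1 and 66.4 ± 9.18 in si-circ235-2. Its log2 fold change was -1.79 under si-circ235-1 (standard error 0.23, adjusted p = 0.00593 from edgeR) and -0.75 under si-circ235-2 (standard error 0.22, adjusted p = 0.0246 from edgeR). The call under si-circ235-1 was lost without si-circ235-1 replicate 2 (-1.53, adjusted p = 0.135 from edgeR). The call under si-circ235-2 was lost without TMM factors (adjusted p = 0.110 from edgeR), without NC replicate 1 (-0.68, adjusted p = 0.150 from edgeR) and without si-circ235-2 replicate 2 (-0.61, adjusted p = 0.120 from edgeR).

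CPNE1 (ENSG00000214078.12) had 459 ± 79.0 CPM (SD, n = 2) in NC, 381 ± 1.78 in si-circ235-1 and 155 ± 26.9 in si-circ235-2. Its log2 fold change was -0.27 under si-circ235-1 (standard error 0.21, adjusted p = 0.460 from edgeR) and -1.57 under si-circ235-2 (standard error 0.21, adjusted p = 0.00179 from edgeR), and the latter stayed called in every alternative run on it. The siRNAs differed from each other for SLC16A3 (adjusted p = 0.0491 from edgeR), PAK4 (adjusted p = 0.00449) and CPNE1 (adjusted p = 0.00134). From the common genes that decreased and the sites predicted by ENCORI and RNA22, the paper took these genes as candidate targets of miR-330-5p.

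**Figure D3:**
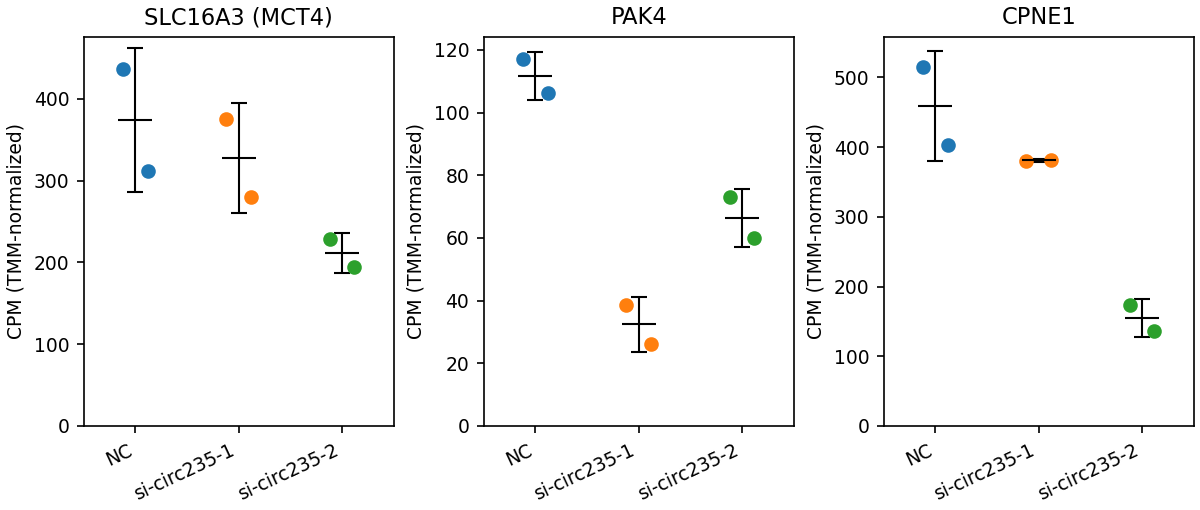
TMM-normalized CPM (y axis, from 0) of SLC16A3, PAK4 and CPNE1 in each library (dots) by condition, with the mean and SD (n = 2). SLC16A3 had 436 and 311 CPM in the NC libraries and 375 and 280 CPM in the si-circ235-1 libraries.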

Evidence suggests that *PAK4* kinase activity is amplified and overexpressed in Bca, associated with disease progression, and potential therapeutic target [40]. Similarly, *CPNE1* belongs to the copines family that is highly conserved and soluble in eukaryotes [41], and can augment aerobic glycolysis and facilitate the advancement of colon cancer by modulating the *AKT-GLUT1*/*HK2* pathway [42]. Given that *miR-330-5p* possesses a common sequence where each of these genes binds, we constructed deletion mutations of *miR-330-5p*. The 3’-untranslated region (UTR) sequences of the three genes were inserted into the psiCHECK-2 vector (Fig. 5E). Following *miR-330-5p* mimic transfection, a significant reduction in relative luciferase luminescence intensity was observed across all groups, in comparison to that in control group (Fig. 5F). Transfection of the mutant *miR-330-5p* resulted in an apparent decrease in the inhibitory effect on luciferase luminescence intensity in the *MCT4* group. The reduction was also observed in the *PAK4* and *CPNE1* groups, but the difference was not statistically significant (Fig. 5G). Using western blot analysis, we then detected the protein expression of *PAK4*, *MCT4*, and *CPNE1*. After knocking down the expression of circ235 using siRNA, these three genes’ values of protein expression were diminished in both Bca cell lines (Fig. 5H). Following lentiviral overexpression of circ235 in the Bca cell lines, *MCT4* and *PAK4* considerably increased in both T24 and UMUC3, while *CPNE1* only increased in the T24 cell line (Fig. 5I). Therefore, *MCT4* was selected as a downstream regulatory gene of interest for our functional studies.

**Fig. 5:**
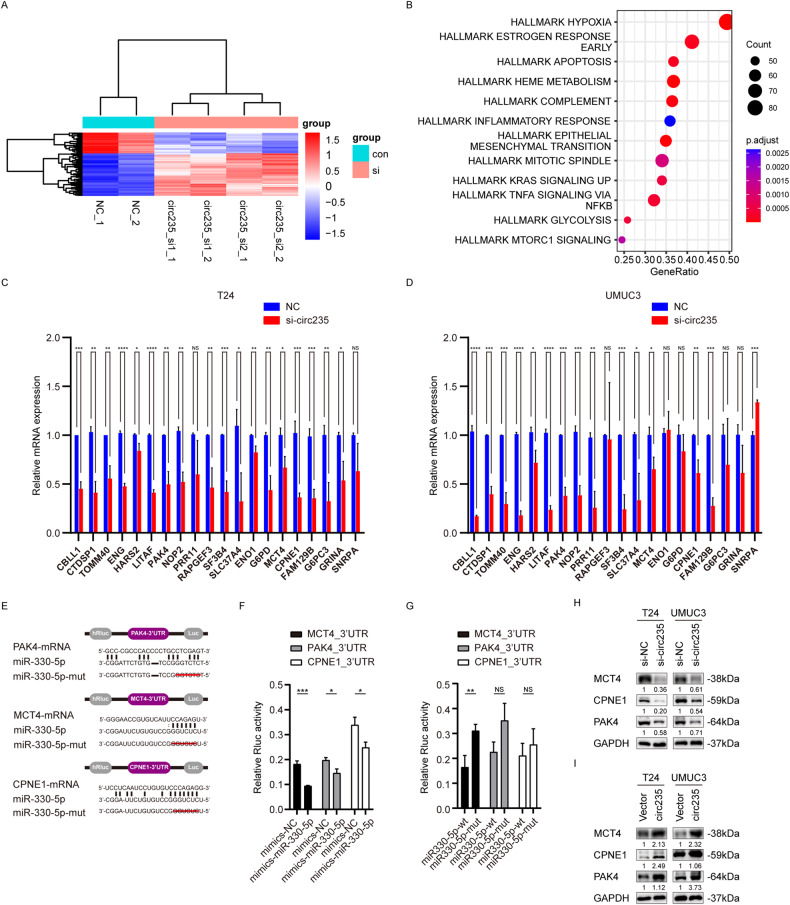
Circ235/miR-330-5p targets MCT4. **A** Following transfection of si-circ235-1, si-circ235-2, or the control, T24 cells were harvested, and high-throughput sequencing was employed to detect variably expressed mRNAs. The outcomes are visually demonstrated as a clustered heat map. **B** Dot plot of GSEA showing the significant differential gene set in Bca cells after circ235 knockdown. **C**, **D** The relative values of multiple predetermined genes’ expression were assessed in Bca cells that were transfected with either si-circ235 or control, utilizing qRT-PCR. **E** Schematic diagram of several complementary bonding regions between *miR-330-5p* and *PAK4*, *MCT4*, or *CPNE1*, including wild type and mutant. **F** In 293T cells co-transfected with either *miR-330-5p* mimics or NCs and luciferase reporter vectors integrated with the 3’UTR of *MCT4*, *PAK4*, or *CPNE1*, relative luciferase activities were measured. **G** In 293T cells co-transfected with wild-type or mutant *miR-330-5p* mimics and luciferase reporter vectors integrated with the 3’UTR of *MCT4*, *PAK4*, or *CPNE1*, measurements were conducted on relative luciferase activity intensity. **H** Western blot analysis of *PAK4*, *MCT4*, or *CPNE1* protein abundance in transfected Bca cells with si-circ235 or the control. **I** Western blot analysis assessed the *PAK4*, *MCT4*, or *CPNE1* protein levels in infected T24 or UMUC3 cells with circ235-overexpressing plasmids or the control using lentiviral tools. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. NS not significant.

### Circ235 modulates proliferation, migration, and glycolysis in Bca cells via miR-330-5p/MCT4

To clarify the impact of *MCT4* on the downstream function of circ235, we performed functional rescue experiments. Before using siRNA targeting *MCT4*, we found that si-*MCT4* had a reliable knockdown efficiency in both cell lines (Fig. S1B); hence, this was used in follow-up experiments. The clonogenic ability was noticeably enhanced following lentiviral overexpression of circ235 in the Bca cells and this ability was partly recovered when *MCT4* was knocked down (Fig. 6A–C). Using a transwell assay, we observed increased cell migration ability after circ235 overexpression, which was also restored after *MCT4* knockdown (Fig. 6D–F). To verify the effect of *MCT4* on circ235 in Bca cell metabolism, we examined glucose consumption capacity (Fig. 6G, H) and lactate production capacity (Fig. 6I, J) in Bca cell lines. Circ235 overexpression had been demonstrated to dramatically increase glucose intake and lactate generation in T24 and UMUC3 cells, while knocking down *MCT4* significantly reversed glucose consumption and lactate generation capacity (Fig. 6G–J). To clarify this phenomenon, we conducted a real-time Seahorse assay using Bca cells and found that circ235 overexpression increased the ECAR, while lowering *MCT4* restored ECAR (Fig. 6K, L). Western blotting experiments were used to clarify whether *miR-330* affects downstream target genes’ product regulated by circ235. We discovered that the expression of *MCT4*, *PAK4*, and *CPNE1* decreased following the depletion of circ235, while the expression of these three genes was restored after the application of a *miR-330* inhibitor (Fig. 6M). Upon stable circ235 overexpression, the three target genes were induced and *miR-330* transfection partly restored expression (Fig. 6N). Accordingly, we conducted functional rescue studies to understand how *MCT4* affects *miR-330-5p*’s downstream function. Following suppression of *miR-330-5p* in the Bca cells, the clonogenic capacity was considerably strengthened, and this capacity was partially regained when *MCT4* was silenced (Fig. S2A–C). With a transwell experiment, we concluded that *miR-330-5p* repression raised cell migratory capacity, which was likewise recovered following *MCT4* silencing (Fig. S2D–F). Also we investigated the ability of Bca cell lines to consume glucose (Fig. S2G–H) and manufacture lactate (Fig. S2I–J) to confirm the impact of *MCT4* on *miR-330-5p* on the glucose metabolism of Bca cells. It has been observed that *miR-330-5p* inhibition considerably boosted glucose intake and lactate production in Bca cells, when *MCT4* knockdown significantly weakened both of these functions (Fig. S2G–J).

**Fig. 6:**
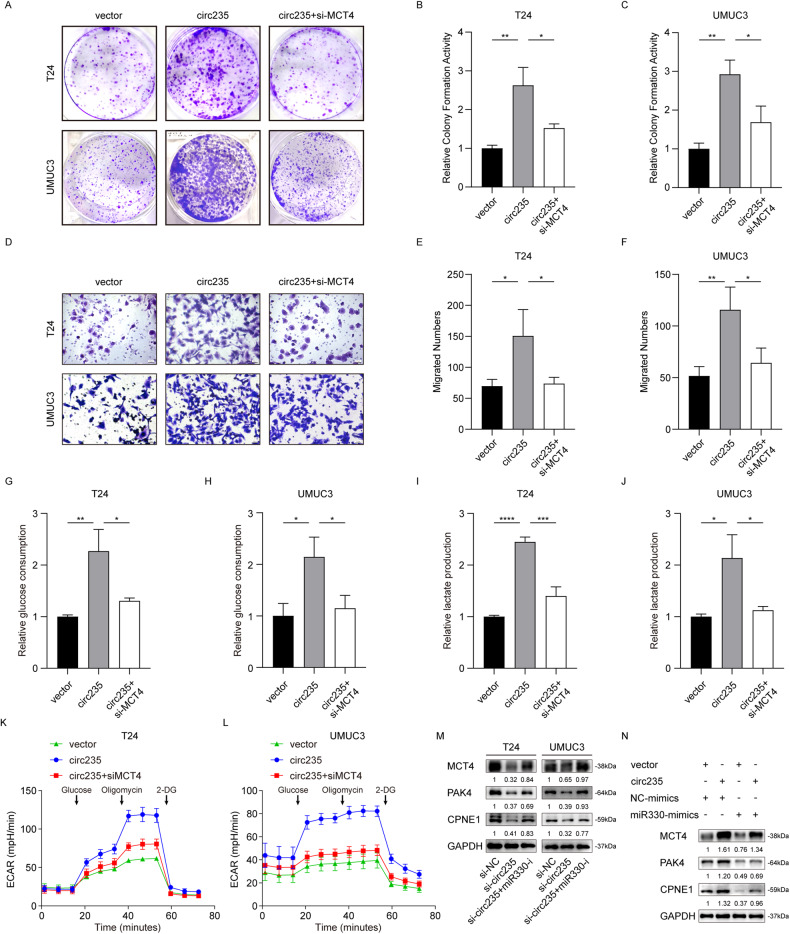
MCT4 promotes the migration, proliferation, and aerobic glycolysis of Bca cells via miR-330-5p. Exemplary photographs (**A**) and statistical diagrams (**B,** **C**) of colony formation assays were implemented using three sets of T24 or UMUC3 cells infected with circ235-overexpressing plasmids or the control using lentiviral tools, transfected with or without si-*MCT4* (vector, circ235, and circ235+si-*MCT4*). si-*MCT4* partially rescued the proliferative capacity of infected Bca cells with circ235-overexpressing plasmids using lentiviral tools. Exemplary photographs (**D**) and statistical diagrams (**E,** **F**) of transwell tests were used to evaluate migratory capabilities of the three sets of infected T24 and UMUC3 cells with circ235-overexpressing the plasmids or control using lentiviral tools, transfected with or without si-*MCT4* (vector, circ235, and circ235+si-*MCT4*). si-*MCT4* still partially rescued the migration of Bca cells infected with circ235-overexpressing plasmids using lentiviral tools. **G**, **H** Relative glucose consumption of three sets of Bca cells (vector, circ235, and circ235+si-*MCT4*) was calculated using the glucose assay kit. **I**, **J** Relative lactate production in three sets of Bca cells (vector, circ235, and circ235+si-*MCT4*) was detected using the lactate assay kit. **K**, **L** The ECAR of infected Bca cells with circ235-overexpressing plasmids or the control by lentiviral tools and transfected with or without si-*MCT4*, were quantified using a Seahorse XFe96 Extracellular Flux Analyzer. **M** Western blot analysis assessed *PAK4*, *MCT4*, or *CPNE1* protein levels in co-transfected T24 or UMUC3 cells with si-circ235 or the control and with or without *miR-330-5p* inhibitor. **N** Western blotting testing assessed the *PAK4*, *MCT4*, or *CPNE1* protein levels in T24 or UMUC3 cells that were infected with circ235-overexpressing plasmid or the control using lentiviral tools, while transfecting either *miR-330-5p* mimics or the control. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Downregulation of MCT4 attenuates the carcinogenic effect of circ235 in vivo

Using immunohistochemical staining, we examined the expression of downstream regulatory genes in these tumors in mice. Our findings indicate that compared to the sh-NC group, the sh-circ235 group exhibited lower abundance of *MCT4* and *PAK4*. This suggests that circ235 and its target genes, *MCT4* and *PAK4*, may still play a role in mediating regulatory interactions in vivo in mice (Fig. 7A). In addition, we performed subcutaneous injections of nude mice using three sets of infected T24 cells: circ235-overexpressing plasmids, sh-*MCT4*, and control (vector, circ235, and circ235+sh-*MCT4*). After harvesting the subcutaneous tumors from mice 19 days post-injection, we observed a reversal in tumor volumes, weights, and growth in the circ235+sh-*MCT4* group compared to the overexpression group (Fig. 7B, C and Fig. S3). Furthermore, IVIS imaging of tumors in the circ235+sh-*MCT4* group showed similar reversion (Fig. 7D, E). Based on these findings, we have confirmed that *MCT4* is a downstream target in our study.

**Fig. 7:**
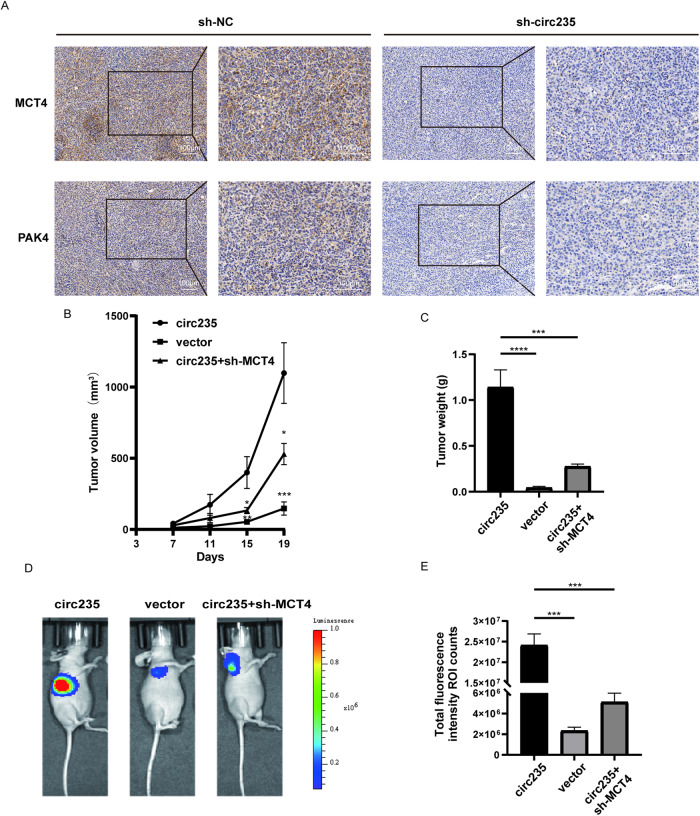
MCT4 regulates tumor progression in vivo. **A** *MCT4* and *PAK4* protein levels in the tumors were investigated using an immunohistochemistry assay. Scale bars = 100 μm. **B** Tumor volumes were recorded every 4 days from 7 days post-injection until the 19th day. **C** Tumor weights of mice in each group were recorded after dissection (*n* = 5 per group). **D**, **E** Typical IVIS photographs of three groups of subcutaneous tumors were obtained. Total fluorescence intensity ROI counts was proceeded to detect the cellular activity of subcutaneous tumors (*n* = 3 per group). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Correlation of circ235/miR-330/MCT4 expression with the clinicopathological characteristics of Bca

To determine whether circ235 and its related molecules have a clinical correlation, we studied patients from both our hospital and TCGA. First, the association between *MCT4* and circ235 expression in cancer tissue samples from 47 patients at our hospital was investigated using qRT-PCR. Using the Spearman method, we found that the correlation was positive, with a correlation coefficient of 0.6242 (*p* < 0.0001; Fig. 8A). Furthermore, *MCT4* and *PAK4* expression were markedly higher in cancerous tissues than in the paired para-cancerous tissues, according to an analysis of downstream gene expression conducted using Bca patient samples from TCGA (*p* < 0.0001; Fig. 8B, C). We performed a survival analysis of 402 patients using TCGA and found that overall survival was significantly lower in patients with high *MCT4* expression (*p* = 0.0043; Fig. 8G). The Spearman correlation of 405 patients from TCGA revealed a negative association between *miR-330* and *MCT4* expression, with a correlation coefficient of –0.1393 (*p* = 0.005; Fig. 8D). Further analysis of the relationship between *miR-330* and the clinical stage of Bca revealed that *miR-330* abundance notably decreased in the late stages (Fig. 8E). Following analysis of metastases, we discovered that M1 stage patients’ *miR-330* abundance in carcinoma tissues was less than that of M0 stage patients (Fig. 8F). Therefore, the correlation between circ235 expression and the clinical significance of downstream genes was supported using Bca patient data from our hospital and TCGA, which indicates a role for the regulatory circ235/*miR-330*/*MCT4* axis in glycolysis and Bca progression.

**Fig. 8:**
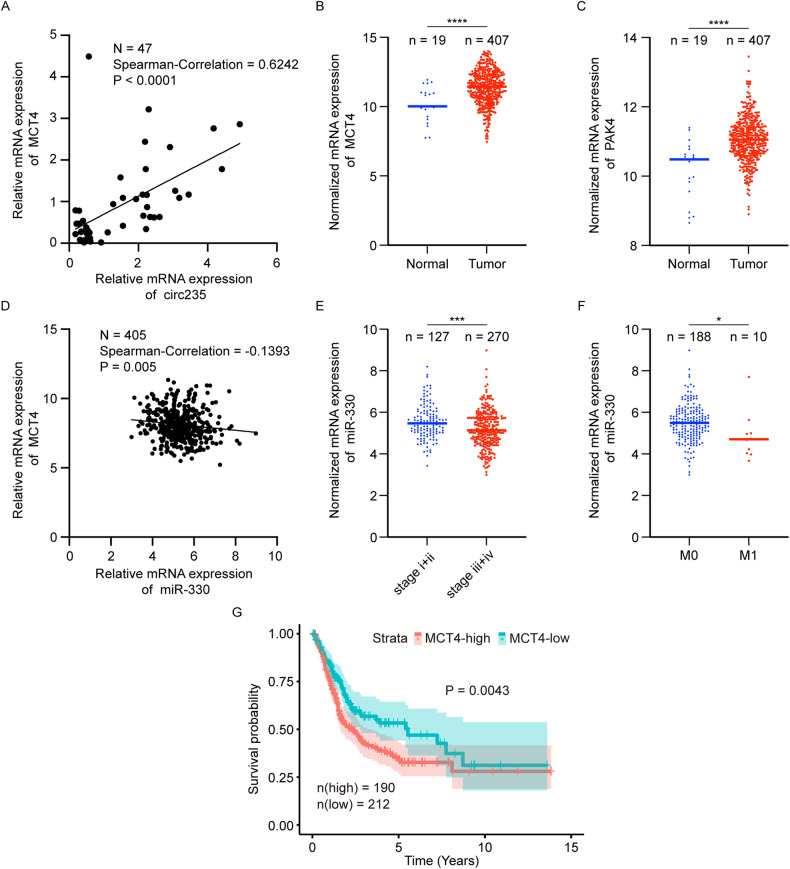
MCT4 and miR-330 validation and expression in Bca tissues. **A** Relevance between *MCT4* and circ235 expression in Bca tissues were collected from Zhujiang Hospital of Southern Medical University (*n* = 47, Spearman correlation = 0.6242, *p* < 0.0001). **B**–**G** All data were obtained from TCGA. **B**, **C** Differences in *MCT4* and *PAK4* expression between Bca tissues and adjacent normal tissues (n_normal_ = 19, n_tumor_ = 407). **D** Correlation between *MCT4* and *miR-330* expression in Bca tissues (*n* = 405, Spearman correlation = –0.1393, *p* = 0.005). The *miR-330* expression level was related to the patient characteristics of (**E**) clinical stage (n_stage i+ii_ = 127, n_stage iii+iv_ = 270) and (**F**) M stage (n_M0_ = 188, n_M1_ = 10). **G** Correlation between *MCT4* levels (n_high_ = 190, n_low_ = 212) and Bca patients’ overall survival rate. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

An increasing number of circRNAs have been discovered as a result of high-throughput sequencing [43]. CircRNAs have been demonstrated to be influential on numerous human malignancies, including Bca, hepatocellular carcinoma, and breast cancer [44–46]. circRNAs are novel gene regulators that regulate downstream factors, as well as tumor phenotypes, including migration, proliferation, and the Warburg effect [47], also considered as aerobic glycolysis, to generate abundant ATP to satisfy the requirements of the tumor microenvironment [11]. Generally, tumors driven by genomic instability frequently exhibit reprogramming of energy metabolism [48].

In this study, we revealed that circ235 promoted glucose uptake and lactate production in Bca cells. Kumagai et al. reported that lactate generated by tumor cells supports immune evasion by restricting the activity of effector T cells, which contributes to tumorigenesis [49]. Renner and Brand provided evidence that the high glycolytic state of tumors is correlated with resistance to *PD-1* blockade therapy [50, 51]. Furthermore, lactate generated by glycolysis in tumor cells reduced the anti-tumor effect of certain immune cells [52]. With the Seahorse Extracellular Flux Analyzer, we can access OCR and ECAR of living cells and get immediate results. Currently, most conventional techniques are intrusive, laborious, and only permit limited sample throughput. In comparison, the Seahorse analyzer sensor cartridges provide real-time, non-invasive monitoring of glycolysis and mitochondrial respiration, without the utilization of dyes or labels [53]. In a functional context, circular cullin 3 (circCUL3) significantly enhances ECAR in gastric carcinoma cells [54]. Interestingly, knockdown of circ235 also inhibited ECAR in Bca cells. In other words, circ235 may facilitate the Warburg effect in Bca and act as a metabolic regulator of tumor metabolism.

Hence, the next stage was to elucidate how circ235 functions in the advancement and carcinogenesis of Bca. First, we employed bioinformatic tools to predict the potential targets of circ235. Dual-luciferase reporter gene assays in both 293T and T24 cells demonstrated that *miR-326* had similar effects to *miR-330-5p*. Therefore, since the results obtained in the Bca cell line were analogous to those in 293T cells, our experimental results could be considered credible. One study showed that circular quiescin sulfhydryl oxidase 1 (circQSOX1) enhanced colorectal cancer (CRC) carcinogenesis by stimulating phosphoglycerate mutase 1 (*PGAM1*) expression via sponge adsorption of *miR-326* and *miR-330-5p*, which facilitated CRC’s immune evasion by triggering aerobic glycolysis [55]. Similarly, by sponge adsorption of *miR-326/330-5p* clusters, the proliferative capacity of nasopharyngeal carcinoma cells was enhanced in another study [56]. Thus, we can infer that *miR-330-5p*’s physiological functions are similar to *miR-326*’s. In the present study, we performed additional functional experiments and confirmed *miR-330-5p* as the vital target of circ235, which is comparable to previous study that demonstrated that the downregulation of *miR-330-5p* recovered Bca cells’ phenotype of malignant advancement through the inhibition of long non-coding RNA *HAGLROS*, which can accelerate cancer progression and metastasis [57]. Additionally, the reduced abundance of circFARSA hindered its capability to function in Bca cells and delayed malignant transformation by sponging *miR-330-5p* [37]. Overall, there is cumulative evidence to suggest that *miR-330-5p* suppresses glycolysis during carcinoma progression. Unsurprisingly, our findings were analogous findings, such that suppression of *miR-330-5p* expression partially reversed the negative modulation of tumor phenotype by silencing circ235.

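The list for epithelial-mesenchymal transition (EMT) held 33 tested genes of the sequenced T24 libraries. Under si-circ235, 19 were higher and 14 lower than in NC, with a median log2 fold change of 0.10 and a normalized enrichment score of 1.52 (gene permutation p = 0.0344, adjusted p = 0.119). The EMT list was not past the threshold under any alternative run. Under si-circ235-1 alone the score was 0.96 while the median was -0.21, of opposite sign. Under si-circ235-2 alone the score was 1.14 and the median 0.20.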

Following GSEA and differential analysis of downstream modulators, hallmarks of hypoxia, glycolysis, and epithelial-mesenchymal transition (EMT) were prominent. Previous studies implicated *PAK4* in cancer-related energy signaling pathways, such as mediating oncogenic transformation [58]. In CRC, *CPNE1* has been shown to facilitate growth, mitochondrial respiration, and aerobic glycolysis via *AKT* signaling [42]. In ROS-induced aerobic glycolysis-preferring non-small cell lung cancer cell subtypes, the absence of *MCT4* blocked aerobic glycolysis and leads to apoptosis [59]. *PAK4, CPNE1*, and *MCT4* are predicted to each have *miR-330-5p* binding sites and are tightly linked to tumor metabolism or glycolysis. Meanwhile, there are currently no reports of their correlation with EMT in the context of EMT involvement in the development of tumors [60]; hence, EMT hallmarks were omitted in the present study. In addition, *PAK4* has rarely been reported to have glycolytic regulatory effects. Therefore, after several experiments, *MCT4* was ultimately selected as the target regulatory gene. *MCT4* is a proton-coupled transporter that is highly expressed in metastatic tumors at hypoxic or high glycolytic regions. In tumor cells, *MCT4*-mediated lactate secretion is crucial for malignancy development and maintaining the tumor microenvironment [61]. Previous Bca research also indicated that the downregulation of Jumonji Domain Containing 1 A (*JMJD1A*) expression suppresses glycolysis by down-regulating the abundance of genes engaged in glucose metabolism, including *MCT4* [62]. Currently, *MCT4* inhibitor development is in the preliminary stages, and almost all *MCT* inhibitors are unable of specifically binding *MCT4* [63]. In our research, we uncovered the feature of *MCT4* in the modulation of the glycolytic capacity and malignant phenotype of Bca cells. We found that MCT4 knockdown led to metabolic reprogramming and attenuation of these phenotypes via *hsa_circ_0000235* or *miR-330-5p*. Therefore, our study confirmed that circ235 and *miR-330-5p* can act as modulators of *MCT4*, establishing a new path for the regulation of *MCT4* in Bca.

In addition, although we confirmed that circ235 is involved in the glycolytic metabolism and development of Bca, however, circ235 is also expressed in a fractional proportion of the nucleus, and research into mechanisms including circRNA-binding proteins may lead to new findings. Taken together, the exact mechanism by which circ235 induces the progression of Bca and modifies its metabolic pattern deserves to be further explored.

In conclusion, this study revealed that circ235 was notably upregulated in Bca tissues relative to adjacent para-cancerous tissues. Circ235 with elevated abundance is strongly correlated with poorer patient prognosis. Through in vitro functional experiments, we clarified that circ235 facilitated the acceleration of extracellular acidification, augmented glucose uptake, and stimulated lactate production in Bca cells, indicating its role in metabolic reprogramming. Circ235 was also found to act as a ceRNA for *miR-330-5p*, thereby upregulating the *MCT4* abundance, which promoting glycolysis and tumor advancement in Bca. To summarize, our study characterized a novel circRNA, circ235 with a role in the regulation of cell proliferation, migration, and aerobic glycolysis via the *miR-330-5p*/*MCT4* axis in Bca. These findings imply that circ235 may be a promising molecular marker and therapeutic target for Bca (Fig. S4).

## Materials and methods

### Bca tissues collection

92 cases of Bca tissues and 51 cases of adjacent cancer tissues from Zhujiang Hospital, Southern Medical University were collected. Every patient has signed an informed consent document before surgical operation. The Medical Ethics Committee of Zhujiang Hospital approved the plan and procedure. Histopathological and clinical diagnoses were carried out by pathologists on tissue specimens, which were kept in an RNA stabilization solution called RNA later Soln. (Invitrogen, USA) and stored in a −80°C freezer for long-term storage.

### Cell lines

Human-derived Bca cell lines (T24, UMUC3, EJ) and human bladder epithelial cells (SV-HUC-1) were provided by ATCC (Manassas, USA). All cell lines were authenticated by the supplier using short tandem repeat analysis, they have been routinely monitored for their authenticity and mycoplasma contamination negativity. The UMUC3 and HEK-293T cells were incubated in a complete medium that contained DMEM basal medium, penicillin-streptomycin mixture, and fetal bovine serum in a ratio of 100:10:1. Similarly, RPMI-1640 complete medium was prepared by the same method for T24 and EJ cell cultures. All the aforementioned cells were grown in a constant 37 °C incubator with a CO_2_ concentration of 5%.

### Plasmid constructions and transfection

Short-hairpin RNA (shRNA) from Kidan Bioscience (Guangzhou, China) was applied to stably knockdown the target circ235. Moreover, the whole-length cDNA of circ235 was used to overexpress circ235 by cloning it into the vector plenti-ciR-copGFP-T2A-puro. Ige Biotechnology (Guangzhou, China) manufactured *miR-330-5p* wild-type and mutant mimics. siRNAs were assembled by Kidan Bioscience (Guangzhou, China). Pre-experimental sequencing confirms that all oligonucleotides are correct. Transient transfection experiments were performed using Lipofectamine 2000 (Invitrogen, USA). All the above-mentioned RNAs’ sequences are presented in Supplementary Table S1.

### RNA extraction and quantitative real-time polymerase chain reaction (qRT-PCR)

RNAiso Plus (TaKaRa, Japan) was employed to separate and harvest total RNA from Bca cell lines and clinical tissues. The Stratagene Mx3000P PCR instrument (Agilent Technologies, California, USA) was used to execute qRT-PCR experiments. Prime Script RT Master Mix (TaKaRa, Japan) and TB Green Premix Ex Taq II (Tli RNaseH Plus) (TaKaRa, Japan) were utilized for the analysis of circRNA and mRNAs. miRNA 1st Strand cDNA Synthesis Kit (Accurate Biology, China) was applied to the reverse transcription of miRNAs. All primers were obtained from Ige Biotech (Guangzhou, China) and Accurate Biology. The primer sequences are displayed in Supplementary Tables S2 and S3. The above experimental data were processed using *U6* as an internal reference for miRNAs and *β-actin* as an internal reference for circRNA and mRNAs.

### DNA agarose gel electrophoresis and Sanger sequencing

Pre-obtained cDNA and gDNA samples were added to the wells of 1% agarose gels, and the gels were placed in TAE buffer for electrophoresis to separate circ235 and linear CCNY mRNA. The internal standard control was *GADPH*. 50 minutes of 130 V electrophoresis were used. Subsequently, band intensity was observed using the DNA marker (Vazyme, Nanjing, China) under ultraviolet radiation conditions. The PCR amplicons were sequenced using the Sanger sequencing technology at ForeverGen Co., Ltd. (Guangzhou, China).

### Actinomycin D RNA stability assay

To assess RNA stability in Bca cells, actinomycin D (Act-D, 2 μg/ml, APExBIO, USA, Cat#A4448) was added to treat Bca cells according to the administration time of 4 h, 8 h, and 12 h, and the cells were harvested to extract RNA. qRT-PCR method was utilized to measure the relative quantities of circ235 and *CCNY* mRNA.

### RNase R digestion assay

2.0 μg of RNA was separated from T24 and UMUC3 cells and subjected to a 30 minutes digestion at 37 °C either with or without 4U RNase R (Epicentre, USA, Cat#RNR07250). qRT-PCR assay was conducted to examine the RNA abundance of circ235 and *CCNY*.

### Nuclear-plasma separation experiment

Bca cells’ nucleus and cytoplasm were separated by a PARIS Kit (Invitrogen, USA) based on the description in the instruction guide. Then, the mRNA levels of circ235, *GAPDH*, and *U6* in the nuclear and cytoplasmic components were examined by qRT-PCR.

### Data collection and bioinformatics analysis

Non-strand-specific transcriptome sequencing was conducted in three groups of our T24 cell samples with two biological replicates to screen downstream genes or pathways and the data have been uploaded to Gene Expression Omnibus (GEO) database (GSE233933). As for the public database, transcriptome data of mRNA, microRNA, and Bca’s relevant clinical data were from the cancer genome atlas (TCGA) [64]. Using the R software, transcriptome downstream analysis was carried out. The survminer package’s surv_cutpoint function was applied to calculate the optimal cutoff point for the survival analysis. The survival analysis plots were done with the ggsurvplot package. Paired expression analysis of patient samples was conducted by the ggplot2 package. The clusterProfiler package is assigned to achieve gene set enrichment analysis (GSEA) [65]. The processing code of R is available under request. MicroRNA binding sites of circ235 were predicted using the database CircInteractome [66]. Targets and bonding sites of *miR-330-5p* were forecasted via ENCORI [67] and RNA22 [68].

### Colony formation assay

On 6-well plates, treated cells were planted and nurtured for seven days in a constant 37 °C incubator at a concentration of 5% CO_2_. After cell colonies were washed twice with PBS buffer, they were fixed in paraformaldehyde solution at a concentration of 4% for 20 minutes, and the condition of the cells was assessed. Stained colonies were washed using a PBS buffer and subsequently, a high-definition camera was used to capture the condition of the colonies. Image J software (NIH, USA) was implemented to count the colonies.

### Cell counting Kit-8 (CCK-8) assay

Bca cells were washed and trypsinized, counted, and implanted into each well at a quantity of 1 × 10^3^ cells. 10 µl of CCK-8 (APExBIO, USA) was injected to every sample, following exposure for designated time. Absorbance values were recorded by microplate detector (BioTek Synergy H1, Agilent Technologies, USA) at 450 nm after incubation for 2 h.

### Wound-healing assay

The treated Bca cells were inoculated in 6-well plate and incubated for one day. Afterward, the cells were slowly and carefully scraped using a 10 μl pipette tip (timepoint 0 h) and the scratch site was rinsed with PBS three times, and representative images were photographed at designated timepoint. Migration ratio was determined by calculating the reduction in the distance across damaged area, and this value was normalized to the control value at 0 hours.

### Transwell migration assays

Transwell chambers (8 μm; Corning, USA) were used to accomplish the exploration on cell migration capacity. RMPI-1640 or DMEM medium without serum (100 μl) containing 8 × 10^4^ cells were transplanted into the upper chamber. In the lower compartment, 500 μl of DMEM or RMPI-1640 medium containing 10% FBS was injected. Afterward, the plates were transferred to the cell culture incubator and cultured until 24 h, then the cells were sequentially treated with fixation and staining. Using an inverted light microscope (Leica, Germany), migrating cells were measured and numbered in three random areas.

### Glycolysis analysis

The Glucose Assay Kit (Solarbio, China) was utilized to detect glucose consumption in Bca cells, while the Lactate Assay Kit (Solarbio, China) was employed to measure lactate production in these cells, following the provided instructions. Cells were washed and trypsinized, counted, and plated for seahorse analysis. Cells were seeded on an XFe96 cell culture microplate. Experiments were completed in XF assay specialized medium and analysis of the results was accomplished by a Seahorse Xfe96 Extracellular Flux Analyzer (Agilent Technologies, USA). Glucose (10 mM), oligomycin (1.0 M), and 2-Deoxy-D-glucose (2-DG, 50 mM) were administered, respectively, when indicated. Basal ECAR reports were generated by Wave Desktop software (Agilent Technologies, USA).

### Biotin-coupled miRNA capture

The biotinylated *miR-330-5p* pull-down probes were transfected into 2 × 10^6^ Bca cells for 24 hours. Afterward, the cells were harvested. Then, cells were sealed using streptavidin magnetic beads (Thermo Fisher Scientific, China) and placed at an environmental temperature of 4 °C for 2 hours, the mixture was gathered into reaction tubes to elute the biotin-labeled RNA complexes. A Rneasy Mini Kit (QIAGEN, China) was utilized to extract the bound RNAs from the magnetic beads. Circ235 expression abundance was quantified by qRT-PCR experiments.

### RNA immunoprecipitation (RIP) assay

The RNA Immunoprecipitation Kit (Geneseed, Guangzhou, China) was applied to execute the RIP testing. RNase and protease inhibitors were added to lysis buffer, which was prepared for lysis of Bca cells according to the kit instruction. RIP lysates were harvested and treated with magnetic beads conjugated with nonspecific IgG or anti-*AGO2* antibody (Proteintech, Wuhan, China, Cat#67934-1-Ig) in RIP buffer. The following day, the magnetic beads were rinsed, and the expression level of circ235 was quantified by qRT-PCR.

### Dual-luciferase reporter assay

The dual luciferase reporter plasmids were created and supplied by Ige Biotechnology using a psiCHECK-2 vector plasmid that contained both renilla luciferase (hRluc) and firefly luciferase (fluc) reporters. Then, the above-mentioned luciferase vectors were transfected together with *miR-330-5p* mimics (IgeBio) or NC-mimics by the aforementioned transfection reagent. Similarly, the aforementioned luciferase vectors were transfected together with wild-type or mutant *miR-330-5p* mimics (IgeBio) in 293T cells. Following a 48-hour transfection period, hRluc and fluc values were detected by a Dual-Luciferase Reporter System (promega, USA). Data were collected and the ratio of hRluc to fluc was computed and utilized to compare groups.

### RNA Fluorescence In Situ Hybridization (FISH)

Cy3-labeled circ235 probes and Cy5-labeled *miR-330-5p* probes were supplied from GenePharma (Shanghai, China). DAPI was applied to counterstain the cell nuclei. The FISH Kit (GenePharma, China) was employed for determining the signal strength of the probes based on the manufacturer’s recommendations state. AX confocal microscopy (ECLIPSE Ti2-E, Nikon, Japan) was utilized to capture the fluorescent images. These probes’ sequences are displayed in Supplementary Table S4.

### Western blot analysis

Cells were collected and disintegrated in RIPA lysis buffer (Tianya Biotech, China) containing protease inhibitors and obtain proteins. The BCA Protein Assay Kit (NCM Biotech, China) was applied to measure the protein samples’ concentration. 20 μg of protein samples was added sequentially to the SDS-polyacrylamide gels to proceed with electrophoresis and the subsequent transfer to the nitrocellulose (NC) membranes (Merck, Germany). NC membranes were incubated with specific primary antibodies overnight at the condition of 4 °C after being masked with 5% non-fat milk for 1 hour. The following day, NC membranes were treated with the secondary antibodies for an hour at ambient temperature after being three times rinsed with TBST solution. The protein signal strength was inspected by the ECL kit. The following antibodies appeared in this research: anti-*CPNE1* antibody (Cat#10126-2-AP); anti-*MCT4* antibody (Cat#22787-1-AP); anti-*ENO1* antibody (Cat#11204-1-AP); anti-*SLC37A4* antibody (Cat#20612-1-AP); anti-*PAK4* antibody (Cat#14685-1-AP); anti-*ALDOA* antibody (Cat#11217-1-AP); anti-*GAPDH* antibody (Cat#10494-1-AP), the aforementioned antibodies were all supplied by Proteintech (Wuhan, China); anti-*β*-*actin* antibody (Abways, China, Cat#AB0035).

### Xenograft tumor models

The Zhujiang Hospital’s Animal Care and Use Committee approved all animal research, and all experiments were conducted in compliance with their guidelines. Bestest Bio-Tech (Guangdong, China) supplied BALB/c immunodeficient mice (four-week-old female). Mice were randomly allocated to each group using the random number table method. Around 1 × 10^7^ stable T24 cells were hypodermically implanted into mice under anesthesia (five mice per group). One week after injection, vernier calipers were used to measure the lengths and widths of the tumor xenografts every four days, and calculate the volume by following this equation: volume = (width^2^ × length) × 0.5. Following 3–4 weeks, mice’s subcutaneous xenograft tumors were harvested, and tumors’ weight was quantified using a high-accuracy balance. The in vivo imaging system (IVIS Spectrum, PerkinElmer, USA) was utilized to track the advancement of the subcutaneous tumors.

### Statistical analysis

At least three biological repetitions of each experiment were accomplished. Blinding was not applied. Pre-specified effect sizes were not considered when determining the sample size. GraphPad Prism 7 (GraphPad Software, USA) was applied to conduct the statistical analyses. Unpaired Student t-test (two groups) or one-way ANOVA (more than two groups) was served to calculate statistical *p* values. The difference was statistically significant when the *p* value was set to under 0.05. The data were presented as Mean ± SD (standard deviation). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. ns, not significant.

## Supplementary information

Supplementary Tables and Figures

Original Data File

Supplementary Figure Legends

## Data Availability

The current manuscript and the supplemental files contain all of the research data, and the corresponding authors can be contacted for any additional enquiries.

# Supplementary material for: Circ_0000235 targets MCT4 to promote glycolysis and progression of bladder cancer by sponging miR-330-5p
**Source:** Cell Death Discov. 2023 Aug 2;9:283. doi: 10.1038/s41420-023-01582-z
**Supplement:** Supplementary file 3 — Supplementary Figure Legends

**Figure S1.** **Validation of the efficiency of miRNA mimics, miR-330-5p inhibitor, and si-MCT4 A** miRNA relative expression was quantified using qRT-PCR in Bca cells transfected with miRNA mimics or miR-330-5p inhibitor and normalized using *U6*. **B** MCT4 relative expression was quantified using qRT-PCR in Bca cells transfected with si-MCT4 and normalized using *β-actin*.

**Figure S2.** **miR-330-5p regulates the migration, proliferation, and aerobic glycolysis of Bca cells via MCT4. A**, **B**, **C** Exemplary photographs (**A**) and statistical diagrams (**B**, **C**) of colony formation assays were implemented using three sets of T24 or UMUC3 cells co-transfected with miR-330 inhibitor or the control and with or without si-*MCT4* (inhibitor-NC, miR-330 inhibitor, and miR-330 inhibitor+si-*MCT4*). si-*MCT4* partially rescued the proliferative capacity of transfected Bca cells with miR-330 inhibitor. **D**, **E**, **F** Exemplary photographs (**D**) and statistical diagrams (**E**, **F**) of transwell tests were used to evaluate migratory capabilities of the three sets of transfected T24 and UMUC3 cells with miR-330 inhibitor or the control and transfected with or without si-*MCT4* (inhibitor-NC, miR-330 inhibitor, and miR-330 inhibitor+si-*MCT4*). si-*MCT4* still partially rescuing the migration of Bca cells transfected with miR-330 inhibitor. **G**-**J** Relative glucose consumption (**G**, **H**) and relative lactate production (**I**, **J**) in three sets of Bca cells (inhibitor-NC, miR-330 inhibitor, and miR-330 inhibitor+si-*MCT4*) were calculated using the glucose or lactate assay kit.

**Figure S3.** Three groups of T24 cells were injected hypodermically into mice, and typical photographs of tumors were obtained after 19 days.

**Figure S4. Mechanisms underlying circ235-mediated Bca progression.** Circ235 inhibits the binding of *miR-330-5p* to the 3'UTR of the downstream target gene, *MCT4*, through sponge adsorption of *miR-330-5p*, thereby stimulating *MCT4* expression. Upregulation of *MCT4* expression promotes lactate efflux, which subsequently accelerates glycolysis in tumor cells through a positive feedback pathway to maintain intracellular metabolic homeostasis. These results further enhance the Warburg effect and reprogram cellular metabolic pattern, which ultimately facilitates Bca progression.

How the deposited data were processed for this re-analysis (not part of the article)

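T24 bladder cancer cells transfected with NC, si-circ235-1 or si-circ235-2 were sequenced by the authors, with 2 libraries per condition. The authors deposited counts of reads per gene, as whole numbers and without normalization. They enriched polyadenylated RNA with oligo dT beads and sequenced it without strand information. The aligner, counter, genome build, annotation and filters are not given in the sources used here. Poly(A) enrichment removes circular RNA, so the counts do not measure circ235. Counting without strand can assign reads of overlapping genes to either gene, and reads of near-identical gene copies can be split between them. The libraries held 15373992 to 19912893 counts, and the number of libraries limits the precision more than counting error does for genes at the levels reported.

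Conditions and replicate numbers came from the sample labels and the paper, and each deposited column was matched to its library by name. Gene symbols, lengths, GC content and 3' UTRs came from GENCODE release 29 (GRCh38), whose build and release may differ from those of the authors. Length and GC content were those of each gene's longest transcript, and the 3' UTR was the longest among its protein-coding transcripts of the basic set.

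Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr by condition, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), which kept 14415 genes. The 4 si-circ235 libraries were compared with the 2 NC libraries as 1 group. A fit with 1 mean per condition gave each siRNA against NC and the siRNAs against each other. Enrichment scores came from fgsea 1.28.0 on log2 fold changes, with 10000 gene permutations and weight 1. The lists were hypoxia, glycolysis, EMT, NF-kB, mitotic spindle and interferon, the last as a check on the response to double-stranded RNA. NC cells also received an siRNA, so a response that all siRNAs share would not show in this check. Library distances were Euclidean distances of log2 CPM with a prior count of 2.

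The match to nucleotides 2 to 8 of miR-330-5p was tested by regressing log2 fold changes on the presence of its 7-nucleotide word in the 3' UTR, with log2 UTR length, UTR GC content and mean log2 CPM as covariates, over 12109 genes. The t value was ranked among words of the same base composition. The same regression was run for every word found in at least 30 genes, and the lowest word within 20 nucleotides on either side of the circ235 junction was set beside the lowest words of 2000 random coding windows of 40 nucleotides. The paper states that both siRNAs target the looping site and refers to its supplement for their sequences. These sequences were not used here, so the positions of the siRNAs on the junction were not looked up.

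The genes named in the text follow a rule set in advance, and 1 gene of Fig. 5C is counted but not reported here by name. It takes the genes of Fig. 5C, CCNY and the other genes named in the paper's text, plus the 5 largest falls and the 5 largest rises among called genes of si-circ235 against NC with a mean of at least 5 CPM and every si-circ235 library on the same side of both NC libraries. The last part named 0 genes, since edgeR called 0 genes there (1379 at an unadjusted p under 0.05, and 87 called by DESeq2). Alternatives were DESeq2 1.42.0, no TMM factors, no filter on low counts, a 2-fold threshold, fits of 2 conditions alone, the replicate number as a block, each library left out, other rankings and set tests for the lists (limma 3.58.1), and variants of the word regressions. The removal of a smooth trend over transcript length and GC content from each library (splines with 5 degrees of freedom) was chosen after seeing the data.

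The edgeR comparisons and the word regressions were tested on simulated data, and the gene lists, the library distances and the random windows were not. With 200 of 14415 genes changed by 2 on the log2 scale, edgeR recovered 95.5% of them in si-circ235 against NC, 91.0% in si-circ235-1 against NC and 91.2% in si-circ235-2 against NC. Both siRNAs had the same effects in these simulated libraries. The real siRNAs differed from each other, so 95.5% is likely too high for the real comparison of si-circ235. In the word regressions over 12109 genes with permuted fold changes of si-circ235-1, 10 of 10 words shifted by -0.1 on the log2 scale were found at or under the percentile threshold of 5. Permuting removed any relation of the other words to the fold changes, so recovery in the real data may be lower.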

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

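In this part, the thinning of libraries was chosen before its result was seen and the word regression was planned, while the other tests, including the comparison of junction words with random windows, were chosen after the result was seen. Groups of 2 libraries are too small to test for a library far from the others.

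The siRNAs differed from each other at 5725 genes in edgeR, with 3047 higher and 2678 lower under si-circ235-2 than under si-circ235-1. Without TMM factors, which moved the median of all genes to 0.37 in this comparison, the split was 4534 higher and 1496 lower. Without si-circ235-1 replicate 2, the count was 2817. Of the genes called under both siRNAs against NC, 93 went in opposite directions, against 133 expected if the calls were independent. Libraries simulated with unrelated effects against shared controls gave 67 to 108 such genes, from fewer calls than observed. Their ratio to the number expected from independent calls was 0.857 to 1.31, against 0.699 for the observed count. With a library left out, the count was 7 without NC replicate 1 (2.01 expected), 8 without NC replicate 2 (17.5 expected), 70 without si-circ235-1 replicate 1 (58.4 expected), 140 without si-circ235-2 replicate 1 (183 expected), 134 without si-circ235-2 replicate 2 (160 expected) and 0 without si-circ235-1 replicate 2, where 0 genes were called under si-circ235-1. It was 169 in DESeq2 (fewer than expected), 217 with the length and GC trend removed (244 expected) and 234 without the filter on low counts (153 expected), so its side of the expected count depended on the setting. Of the 20 genes of Fig. 5C, 15 differed between the siRNAs. The difference was 3.02 on the log2 scale for PRR11 (standard error 0.22, adjusted p = 0.000211 from edgeR).

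Several explanations were tested. With the trend over transcript length and GC content removed, 5651 genes differed between the siRNAs, which argues against that trend as the whole cause. With every library thinned to the lowest total, 5630 genes differed, which argues against library totals. Each of the 6 libraries was nearest to its own replicate, which argues against a single mislabelled library. A swap of whole conditions was not tested. If one siRNA lowered circ235 more than the other and nothing else differed, genes called under both would move the same way. Libraries simulated with the effects of si-circ235-1 at 0.25 to 1 times those of si-circ235-2 gave at most 0 genes in opposite directions, and the 93 observed argue against this as the whole cause, although without si-circ235-1 replicate 2 no gene was left to test it. Larger effects of si-circ235-1 than of si-circ235-2 were not simulated. In the paper's qRT-PCR si-circ235-1 lowered circ235 more, while fewer genes were called under it here (847 against 4530).

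Off-target effects through seed matches in 3' UTRs may contribute. The junction word CCTCCAG went with lower fold changes under si-circ235-1 (t = -5.04, rank 9 of 16350 words), and 3.80% of random coding windows held a word as low. The share was 5.45% without NC replicate 1, 6.15% without si-circ235-1 replicate 1 and 18.5% without covariates. It was 1.55% for words of 6 nucleotides (lowest TCCTCC) and 0.7% with the length and GC trend removed (lowest ATCCTCC). In the fit with 7 nucleotides, words outside the junction such as TGCCTCC and CTCCTCC ranked lower still. For si-circ235-2 the share was 12.0%, and 7.95% to 20.15% with a library left out. It was 56.1% without covariates, 22.55% for words of 6 nucleotides and 10.45% with the length and GC trend removed. A seed effect of this siRNA cannot be told apart from the background of words, since its sequence was not used here. A difference between batches was not tested, because no batch is given. The host gene CCNY was not called between the siRNAs (adjusted p = 0.238 from edgeR). A biological difference between the siRNAs other than unequal loss of circ235 alone stays open and untested.

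The paper followed genes that fell, and 113 genes were called higher under both siRNAs, 2.22 times the 50.9 expected if the calls were independent. Libraries simulated with unrelated effects against shared controls gave 0.974 to 1.76 times the expected count, from fewer calls than observed. The count was 0 without si-circ235-1 replicate 2, 6 without NC replicate 1 (0.487 expected), 28 without NC replicate 2 (4.84 expected) and 35 without si-circ235-1 replicate 1 (14.5 expected). Among the genes the paper names, AGO2 was higher under both, with 73.5 ± 4.38 CPM (SD, n = 2) in NC, 127 ± 2.09 in si-circ235-1 and 174 ± 16.9 in si-circ235-2. Its log2 fold change was 0.79 under si-circ235-1 (adjusted p = 0.0304 from edgeR) and 1.25 under si-circ235-2 (adjusted p = 0.00200 from edgeR), higher in 4 of 4 libraries. The former call was lost without TMM factors (adjusted p = 0.0609 from edgeR) and without NC replicate 1 (adjusted p = 0.134), NC replicate 2 (0.0913), si-circ235-1 replicate 1 (0.0800) or si-circ235-1 replicate 2 (0.199), and the latter with the trend removed and the replicate block (0.39, adjusted p = 0.0661 from edgeR). With the length and GC trend removed the count was 280, against 139 if the calls were independent, which argues against that trend as the whole cause of the excess. A deviation of the NC libraries, which both comparisons share, cannot be told apart from an effect of both siRNAs, because there are no other controls, and without 1 NC library both comparisons still share the other. No biological explanation of the 113 genes was tested.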

How the results depend on the processing

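The removal of the length and GC trend was chosen after seeing the data, and the other alternatives were planned. The replicate numbers were not taken to pair the libraries, since replicate differences correlated across genes at -0.094 between NC and si-circ235-1, 0.149 between NC and si-circ235-2 and 0.139 between the siRNAs. The difference of replicate 2 from replicate 1 did follow GC content in the same direction in each condition (Spearman correlation across genes -0.347 in NC, -0.337 in si-circ235-1 and -0.443 in si-circ235-2). Where a condition keeps 1 library, that library is assumed to vary like the other conditions. Fits with fewer libraries have less information on the spread, and for the other changes the cause was not tested.

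For si-circ235 against NC, the count of 0 genes in edgeR (1379 at an unadjusted p under 0.05) became 87 in DESeq2, 4 without the filter and 1407 for the mean of both siRNAs, and was 0 with the replicate block (1063 at an unadjusted p under 0.05) and with each library left out. For si-circ235-1, 847 became 1335 in DESeq2, 1678 without the filter, 534 at 2-fold, 1642 with 2 conditions alone, 1944 with the trend removed and 1315 with the trend removed and the replicate block, and from 0 (without si-circ235-1 replicate 2) to 1482 (without si-circ235-2 replicate 2) with a library left out. For si-circ235-2, 4530 became 2395 at 2-fold and 2975 with the trend removed and the replicate block, and from 769 (without NC replicate 1) to 4240. Between the siRNAs, 5725 became 3397 at 2-fold and from 2817 (without si-circ235-1 replicate 2) to 5558. Genes lower under both (92) became 159 in DESeq2, 216 without the filter, 149 with the replicate block, 158 with the trend removed, 39 at 2-fold and 0 to 175 with a library left out. Genes higher under both (113) became 193 in DESeq2, 191 without the filter, 280 with the trend removed, 178 with the trend removed and the replicate block, 47 at 2-fold and 0 to 168 with a library left out. Of the genes of Fig. 5C in si-circ235 against NC, DESeq2 called 2 and each other alternative counted for them 0. The mean of both siRNAs and the 2-fold threshold were not counted for these genes. The distance ratio stayed between 0.685 and 0.856.

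The hypoxia score rose to 1.64 by signed -log10 p, past the threshold, as under camera with a preset correlation (limma, p = 0.00728). The NF-kB score was 1.79 with the trend removed, with and without the replicate block, and 1.75 under si-circ235-1 alone. The interferon score was -1.67 under si-circ235-2 alone, past the threshold, and changed sign under si-circ235-1 alone (0.81), with -1.18 to 0.94 with a library left out. The glycolysis score changed sign in DESeq2 (-0.55) and under si-circ235-2 alone (-0.79), with -0.67 to 0.80. The mitotic spindle score changed sign in DESeq2 (-0.64), with the replicate block (-0.68), with the trend removed (-1.23), with both (-1.35) and under si-circ235-1 alone (-0.78), with -1.11 to 0.77. Its direction was also lower in limma's camera (p = 0.791 preset, 0.877 estimated) and fry (p = 0.755), against the gene permutation score. The EMT score kept its direction and side of the threshold in every alternative run.

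For the miR-330-5p sites, t under si-circ235-1 was -3.69 without covariates (percentile 7.14), -1.74 for genes of at least 5 CPM (percentile 11.54) and -2.03 (percentile 9.52, without si-circ235-1 replicate 1) to 0.73 with a library left out. These lie towards a fall, apart from the last, and no alternative brought the sites to the percentile threshold. The share of random windows for the junction words under si-circ235-1 was 18.5% without covariates and 0.7% to 6.15% with a library left out.

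Of 33 called gene comparisons, 0 changed sign, 4 stayed called in every alternative, and 18 were lost only with a library left out. Uncalled fold changes changed sign as follows. In si-circ235 against NC, CBLL1 was 0.08 without TMM and -0.50 to 0.23 with a library left out. With the trend removed, and then with the replicate block too, CCNY was -0.18 and -0.19, SLC16A1 -0.08 and -0.07, ELP3 -0.03 and -0.02, and GAPDH 0.29 and 0.29. With a library left out, CCNY was -0.03 to 0.14, SLC16A1 0.00 to 0.43, HIF1A -0.43 to 0.08, PGAM1 -0.02 to 0.24 and PKM -0.27 to 0.00. Under si-circ235-1, SLC16A3 was 0.13 with the trend removed, with and without the replicate block, and -0.42 to 0.07 with a library left out, as were ENO1 (-0.08 to 0.28) and SNRPA (-0.53 to 0.23). Under si-circ235-2, LITAF was 0.14 and CCNY 0.17 without TMM, -0.25 to 0.02 and -0.19 to 0.02 with a library left out, and SF3B4 0.06 with the trend removed, with and without the replicate block.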

Differences from the paper's values

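The 1 value of the paper that was also computed here, the length of circ235, was 315 nucleotides in both.

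Fig. 5A shows the NC libraries apart from those of both siRNAs. Over all genes tested and over the 500 most variable genes, the si-circ235-2 libraries were apart and NC lay with si-circ235-1, with a distance ratio of 0.772 over all genes. The 500 genes of lowest p in si-circ235 against NC, a selection chosen after seeing the data, gave the arrangement of Fig. 5A, with 266 genes higher and 234 lower under si-circ235.

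The paper presents the genes of Fig. 5C as those with the most significant changes. Its qRT-PCR there used si-circ235, its name for si-circ235-1, while si-circ235 here means the libraries of both siRNAs. In si-circ235 against NC, edgeR called 0 of the 20 (8 at an unadjusted p under 0.05), DESeq2 called 2, and their median rank by p was 2394 of 14415 genes. Under si-circ235-1 alone 14 were called lower and the median rank was 84.

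The paper speaks of common genes that decreased, among them MCT4, PAK4 and CPNE1, after its qRT-PCR. It does not say whether common means both siRNAs or the cells used, so the sequencing calls under both siRNAs given here may be another group. Of the 20 genes, 6 were called lower under both siRNAs, PAK4 among them, and each of the 20 was called lower under at least 1 siRNA. The number lower under both was 7 in DESeq2 and 8 with the replicate block. The 6 became 3 without TMM factors, where PAK4, CTDSP1 and ENG lost their si-circ235-2 calls (adjusted p = 0.110, 0.112 and 0.253 from edgeR), and with a library left out 0 (without si-circ235-1 replicate 2) to 6. SLC16A3, which encodes MCT4, had a log2 fold change of -0.19 under si-circ235-1 (adjusted p = 0.656 from edgeR) and CPNE1 one of -0.27 (adjusted p = 0.460 from edgeR), and no alternative run called either of them under si-circ235-1. GRINA was called under si-circ235-1 as well in DESeq2 (adjusted p = 0.0491), without the filter on low counts (adjusted p = 0.0281 from edgeR) and with the replicate block (adjusted p = 0.0462 from edgeR), but its call under si-circ235-2 was lost where, in an analysis chosen after seeing the values, the length and GC trend was removed (adjusted p = 0.0509 from edgeR, and 0.0490 under si-circ235-1). SLC37A4 was called lower under si-circ235-2 as well with the replicate block (adjusted p = 0.0432 from edgeR) and with the trend removed (adjusted p = 0.00852 from edgeR), the latter also chosen after seeing the values. With the trend removed CTDSP1 (adjusted p = 0.395 from edgeR) and ENG (adjusted p = 0.686 from edgeR) lost their si-circ235-2 calls, and 5 genes were lower under both.

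The paper names hypoxia, glycolysis and EMT as prominent gene sets. The lists used here, which are not the hallmark sets, had adjusted p = 0.119, 0.994 and 0.119 by gene permutation. The hypoxia list was past the threshold with genes ranked by signed -log10 p (permutation adjusted p = 0.0293) and under limma's camera with a preset correlation (adjusted p = 0.0437). No alternative run brought the glycolysis or the EMT list past it.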

Other observations

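In this part, the site regressions, the interferon list and the check of the hypoxia list against the length and GC trend were planned before their results were seen, while the percentile threshold for the sites and the tests of the length trend were chosen after the result was seen.

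If knockdown of circ235 frees miR-330-5p, transcripts with its sites should fall as a set. This hypothesis was tested on 2489 of 12109 genes whose 3' UTR holds the word CCCAGAG. In si-circ235 against NC these genes were higher by 0.03 on the log2 scale (t = 2.37), at percentile 93.3 among 210 words of the same base composition, where low percentiles mean lower fold changes. The percentile was 33.3 under si-circ235-1 and 96.7 under si-circ235-2. For si-circ235 it was 69.5 (t = 0.79) without si-circ235-2 replicate 1 and 96.7 (t = 3.44) without si-circ235-1 replicate 2, the extremes with a library left out. With the length and GC trend removed it was 57.1 for si-circ235 (t = 0.06), 43.3 for si-circ235-1 (t = -0.13) and 71.4 for si-circ235-2 (t = 0.33). The set did not fall in si-circ235 against NC, and an effect on few targets or on protein cannot be told apart from none with these values. Circ235 itself holds the word in exon 7 of CCNY-203, on chromosome 10 from 35530159 to 35530165.

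Fold changes of si-circ235-2 against NC rose with transcript length (Spearman correlation 0.442 across genes, which are not independent replicates). Between replicates of 1 condition the correlation reached 0.362 in si-circ235-2 and 0.314 in NC but was -0.044 in si-circ235-1, so a length trend that does not need the knockdown may contribute. No biological explanation was tested.

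Whether the higher hypoxia list comes from the length and GC trend cannot be told apart from other explanations, since the list was not past the threshold to begin with. Its score was 1.38 with the trend removed (permutation adjusted p = 0.209). The NF-kB list scored 1.79 with the trend removed (permutation adjusted p = 0.0200). The interferon list of 35 genes scored -0.86 in si-circ235 against NC (permutation adjusted p = 0.994), with a median of 0.01, of opposite sign. Under si-circ235-2 alone it scored -1.67 (permutation adjusted p = 0.0454), with 14 genes higher and 21 lower.

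Under si-circ235-2, edgeR called VEGFA (log2 fold change 0.95, adjusted p = 0.00523), KDM3A (0.98, adjusted p = 0.00796) and HK2 (0.69, adjusted p = 0.0385) higher than in NC and ALDOA (-0.90, adjusted p = 0.0198) lower. The difference from si-circ235-1 was called for VEGFA (adjusted p = 0.0206 from edgeR), KDM3A (0.00315) and ALDOA (0.0185), and not for HK2 (0.149). Without NC replicate 1 all 4 calls were lost, with adjusted p = 0.0664 for VEGFA, 0.0957 for KDM3A, 0.160 for HK2 and 0.182 for ALDOA from edgeR. The ALDOA call was also lost without si-circ235-2 replicate 2 (adjusted p = 0.0883), and the HK2 call without each other library (adjusted p from 0.0523 to 0.136). With the length and GC trend removed, VEGFA, KDM3A and HK2 were not called (adjusted p = 0.0739, 0.141 and 0.501).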
